# Maintenance of Self-Renewal and Pluripotency in J1 Mouse Embryonic Stem Cells through Regulating Transcription Factor and MicroRNA Expression Induced by PD0325901

**DOI:** 10.1155/2016/1792573

**Published:** 2015-12-07

**Authors:** Zhiying Ai, Jingjing Shao, Xinglong Shi, Mengying Yu, Yongyan Wu, Juan Du, Yong Zhang, Zekun Guo

## Abstract

Embryonic stem cells (ESCs) have the ability to grow indefinitely and retain their pluripotency in culture, and this self-renewal capacity is governed by several crucial molecular pathways controlled by specific regulatory genes and epigenetic modifications. It is reported that multiple epigenetic regulators, such as miRNA and pluripotency factors, can be tightly integrated into molecular pathways and cooperate to maintain self-renewal of ESCs. However, mouse ESCs in serum-containing medium seem to be heterogeneous due to the self-activating differentiation signal of MEK/ERK. Thus, to seek for the crucial miRNA and key regulatory genes that establish ESC properties in MEK/ERK pathway, we performed microarray analysis and small RNA deep-sequencing of J1 mESCs treated with or without PD0325901 (PD), a well-known inhibitor of MEK/ERK signal pathway, followed by verification of western blot analysis and quantitative real-time PCR verification; we found that PD regulated the transcript expressions related to self-renewal and differentiation and antagonized the action of retinoic acid- (RA-) induced differentiation. Moreover, PD can significantly modulate the expressions of multiple miRNAs that have crucial functions in ESC development. Overall, our results demonstrate that PD could enhance ESC self-renewal capacity both by key regulatory genes and ES cell-specific miRNA, which in turn influences ESC self-renewal and cellular differentiation.

## 1. Introduction

Embryonic stem cells (ESCs) derived from the inner cell mass of mammalian embryos have the unique ability to grow indefinitely in culture while retaining their pluripotency [1]. This self-renewal capacity is established through the integration of several molecular pathways controlled by key regulatory genes and complex epigenetic modifications. Oct4, Sox2, and Nanog [2, 3], recognized as fundamental regulatory genes, cooperate with additional core transcriptional regulators such as Stat3, Esrrb, Klf4, Myc, and Sall4 to maintain mouse ESC properties [3]. DNA methylation, as one of the key mechanisms of epigenetic regulations, is important to the establishment of pluripotency in ESCs [4]. Moreover, functional studies have shown that inhibition of de novo DNA methyltransferase by PRDM14 was able to block ESC from naive inner cell mass- (ICM-) like state to a primed epiblast-like state [5, 6]. Meanwhile, microRNAs (miRNAs), as an important mechanism of epigenetic regulation, play crucial roles in normal ESC self-renewal and cellular differentiation by tightly controlling ESC self-renewal and differentiation pathways [7, 8]. These multiple epigenetic regulators and pluripotency factors can be tightly integrated into one or several molecular pathways and cooperate to maintain self-renewal of ESCs [9, 10].

Mouse ESCs (mESCs) can be maintained in serum-containing medium with the presence of leukemia inhibitor factor (LIF) or serum-free N2B27 medium supplemented with two small molecule inhibitors (2i) of CHIR99021 (CHIR) and PD0325901 [11, 12]. It has been discovered that several molecular pathways including JAK/STAT, BMP/SMAD, Wnt/*β*-catenin, and MEK/ERK are the underlying basis of these two ESC media for supporting mESC pluripotency in culture. However, mESCs in serum-containing medium are heterogeneous, which is different from a homogeneous state of ESC in serum-free N2B27 medium supplemented with 2i. This is due to the self-activating differentiation signal of MEK/ERK that triggers differentiation of ESCs, which might result in the heterogeneous state of ESCs. Recent studies have identified that PD is one of the inhibitors of MEK/ERK pathway stimulated by fibroblast growth factor-4 (Fgf4) in mESCs [11, 13]. Inactivation of MEK/ERK by PD restricts the differentiation of ESCs [14], and this effect is majorly mediated by enhancing Nanog expression [15–17]. However, very little is known about the other possible mechanisms that function in this process. For example, the role of miRNAs has not been investigated so far when MEK/ERK signaling cascade was blocked. Clarification of miRNAs functions in MEK/ERK signaling will provide further insight into mechanisms that ESCs maintain their intrinsic properties.

The miRNAs are small noncoding RNAs that regulate mRNA stability and/or translational efficiency [18]. Most miRNA genes are transcribed from either miRNA genes or intronic sequences of protein coding genes by RNA polymerase II to generate a stem-loop containing primary miRNA (pri-miRNA) [19]. The hairpin embedded in pri-miRNA is recognized by the RNA-binding protein Dgcr8, which directs the RNase III enzyme Drosha to cleave the base of the hairpin [20, 21]. Following cleavage by the Drosha-Dgcr8 complex, the released short hairpin called precursor miRNA (pre-miRNA) is then transported by the Exportin-5/Ran-GTP complex to the cytoplasm, where Dicer, together with Trbp2, cleaves it into a single short 18–25 nt dsRNA [22]. Each of them can be recruited into RNA-induced silencing complex (RISC). This complex targets mRNAs via base pairing between the miRNA and mRNA, resulting in the regulation of various aspects of stem cell functions including the maintenance and induction of pluripotency for reprogramming [7, 23]. Several lines of evidence further indicated the global function of miRNAs in Dicer or DGCR8-deficient mESCs [24–27]. Additionally, individual miRNA function has also been revealed in ESCs [28–30]. Thus, in order to dissect how epigenetic regulator including miRNA and key regulatory genes establish J1 mouse ESC properties in a defined molecular pathway, we identified MEK/ERK signal-related miRNAs and genome-wide regulation profiles of J1 mESCs stimulated by PD using small RNA deep-sequencing and microarray analysis followed by subsequent verification. We demonstrated that PD enhances ESC self-renewal capacity by not only key regulatory genes but also ESC-specific miRNA, which in turn mediates ESC self-renewal and cellular differentiation.

## 2. Materials and Methods

### 2.1. ESC Culture

The mouse J1 ESC line purchased from the American Type Culture Collection (Manassas, VA, USA) was cultured in 0.1% (w/v) gelatin coated tissue culture plates without feeders in ESC media [knockout Dulbecco's modified Eagle's medium supplemented with 15% (v/v) knockout serum replacement, 0.1 mM *β*-mercaptoethanol, 1x nonessential amino acids, 2 mM GlutaMax, 50 U/mL penicillin, 50 *μ*g/mL streptomycin (Life Technologies Inc., Grand Island, NY, USA), and 1000 U/mL LIF (ESGRO, Millipore, USA)]. 293T cell line was cultured at 37°C humidified air with 5% CO2 in Dulbecco's modified Eagle medium supplemented with 10% fetal bovine serum.

### 2.2. Reagents and Antibodies

PD0325901, DMSO, and mouse anti-GAPDH were purchased from Sigma-Aldrich. The primary antibodies used were rabbit anti-Nanog (CST, Danvers, MA, USA), rabbit anti-Klf4 (Boster, Wuhan, China), mouse-anti-c-Myc (Santa Cruz, CA, USA), goat anti-Tet1 (Santa Cruz), rabbit anti-5hmC (Active Motif, Carlsbad, CA, USA), rabbit anti-Ezh2 (Abcam, Cambridge, UK), rabbit anti-H3K27me3 (Abcam), mouse anti-Oct3/4 (Santa Cruz), and mouse anti-Sox2 (Santa Cruz). Alexa Fluor 555-labeled goat anti-rabbit/mouse IgG and anti-rabbit/mouse horseradish peroxidase-conjugated secondary antibody were obtained from the Beyotime Institute of Biotechnology (Nantong, Jiangsu, China).

### 2.3. RT-qPCR

The total RNA was isolated from cultured cells using the Trizol reagent (Life Technologies). First-strand cDNA synthesis was performed using the SYBR PrimeScript RT reagent Kit (Perfect Real Time) (Takara, Dalian, China) according to the manufacturer's instructions. qPCR was performed using SYBR Premix Ex Taq II (Takara). RT-qPCR was performed in an ABI StepOne Plus PCR System (Applied Biosystems, California, USA) with SYBR Premix Ex TaqTM (Takara). The forward and reverse primers used for real-time PCR were shown in Supplementary Table  4 in Supplementary Material available online at http://dx.doi.org/10.1155/2016/1792573. The expression of each gene was defined from the threshold cycle (Ct), and relative expression levels were calculated by using the 2^−ΔΔCT^ method after normalization with reference to expression of the housekeeping gene Gapdh. The gene expression ratio was shown as mean ± SD from three independent experiments.

### 2.4. Western Blot Analysis

Cultured cells were lysed in RIPA buffer. Equal amounts of proteins were separated by 10% polyacrylamide gels and transferred to PVDF membranes (Millipore, MA, USA) for 2 h at 100 V. After blocking nonspecific binding by soaking the filters in 5% skim milk, the desired proteins were immunodetected with the respective antibodies that followed autography using SuperSignal West Pico substrate (Thermo Scientific, IL, USA) according to the manufacturer's instructions.

### 2.5. Immunofluorescence Staining

Cells were fixed in 4% paraformaldehyde for 20 min and incubated at 37°C in blocking buffer (PBS containing 5% BSA and 0.2% Triton X-100). Cells were incubated in the presence of primary antibodies at 4°C overnight and then washed three times in PBS. Cells were then incubated with Alexa Fluor 555 secondary antibody for 1 h at 37°C. Nuclei were stained with DAPI. Immunofluorescence staining was visualized and imaged by a confocal microscope (Nikon, Tokyo, Japan).

### 2.6. Microarray-Based Gene Expression Profiling and Small RNA Deep-Sequencing

ESCs were cultured on gelatin coated 6-well plates, then PD was added to medium at a final concentration of 1 *μ*M, and an equal volume of DMSO was added to medium for control cells. For each treatment three independent experiments were conducted to prepare the samples. At 24 h after treatment, total RNA was extracted using Trizol reagent (Life Technologies) following the manufacturer's instructions. RNA integrity was checked by an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Qualified total RNA of each sample was divided into two copies, one for microarray experiment and the other for small RNA deep-sequencing. The microarray experiment was performed as described previously [31, 32].

For small RNA sequencing, the total RNA from three independent experiments of each treatment was pooled, respectively. Small RNA library construction and sequencing were performed by Beijing Genomics Institute (Shenzhen, China). Briefly, sRNA (18 to 30 nt) was gel purified and ligated to the 39 and 59 adaptor. The ligated products were reverse-transcribed, followed by acrylamide gel purification and PCR amplification to generate sRNA libraries. The library was loaded on an Agilent 2100 Bioanalyzer system to check size, purity, and concentration. Libraries were sequenced on an IlluminaHiSeq 2000 sequencing system (Illumina, San Diego, CA, USA). Sequencing data has been submitted to the Gene Expression Omnibus (GEO) (accession ID: GSE67570).

### 2.7. Gene Ontology (GO) and KEGG Pathway Analysis

Data screening was carried out based on a gene expression fold change of >1.5 and statistical significance of *p* < 0.05. Biological themes of the differentially expressed genes were identified by the biological processes of GO categories using the online tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [33]. KEGG pathway analysis was performed using the SAS online program (http://sas.ebioservice.com/portal/root/molnet_shbh/index.jsp) with the thresholds of count > 10.

### 2.8. Dual-Luciferase Reporter Assay

Pathway reporter vectors pAP1-TA-luc, pAP1 (PMA)-TA-luc, pISRE-TA-luc, pP53-TA-luc, and the negative control pTA-luc were purchased from Clontech Laboratories, Inc. (Mountain View, CA, USA). Other signaling transduction reporter vectors including pCRE-TA-luc and pGRE-TA-luc were constructed in our laboratory by inserting their cis-acting DNA binding sequence into the multiple cloning sites of pTA-luc [31]. Luciferase assays were performed with the dual-luciferase reporter assay system (Promega) according to the manufacturer's instructions. Briefly, pathway reporter vectors and pRL-SV40 were cotransfected into ESCs by Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol. At 24 h after transfection, 1 *μ*M PD or an equal volume of DMSO was added to culture medium for another 24 h. Cells were then lysed in passive lysis buffer and luciferase activity was measured on a VICTOR X5 Multilabel Plate Reader (PerkinElmer, Norwalk, CT, USA).

### 2.9. MicroRNA and qPCR Analysis

The miRNAs expression was validated by poly(A)-tailed qPCR. Total RNA was extracted from PD-treated or control sample using Trizol reagent, and 2 *μ*g of RNA was reverse-transcribed to cDNA using miScript II RT Kit (Qiagen GmbH, Hilden, Germany) according to the manufacturer's instructions. qPCR was performed using SYBR Premix Ex Taq II (Takara) on a StepOne Plus PCR System (Applied Biosystems). All reactions were performed at 95°C for 15 min to activate the HotStarTaq DNA Polymerase. This process was followed by 40 cycles of 95°C for 5 s and 60°C for 30 s. The specificity of the primer application was examined by the analysis of a melting curve. The relative expression of miRNA was normalized to small nuclear RNA (Rnu6) expression and relative to the control. Data were expressed as the fold change = 2^−ΔΔCT^.

### 2.10. Plasmid Constructs

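Nanog lies on the plus strand of chromosome 6 of GRCm38 from 122707489 to 122714633. Without their restriction sites, the 2 primers match the ends of the coding sequence of the transcript Nanog-201, which is 918 nt long and runs from 122707783 in exon 1 to 122713555 in exon 4. A target site for the seed of a miRNA is the reverse complement of its bases 2 to 8, counted from the 5′ end. Bases 2 to 8 of the most frequent miR-296-5p tag in J1 mESCs were GGGCCCC, and the coding sequence held 0 sites for these 7 bases. It held 1 site for bases 2 to 7, GGGCCC, at positions 249 to 254 of the coding sequence (chromosome 6 from 122711635 to 122711640, exon 2). The sequence around it is TGAGGCTGACAAGGGCCCTGAGGAGGAGGA. For miR-296-3p, with AGGGTTG at bases 2 to 8, the coding sequence held 0 sites for either the 7 or the 6 bases. Sites with imperfect pairing to the seed were not searched.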

The coding sequence (CDS) of Nanog that contain putative miRNA binding site was amplified from J1 ESC cDNA by PCR. The PCR primers were as follows: forward primer, 5′-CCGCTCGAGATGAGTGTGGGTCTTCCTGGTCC-3′ (underlined letters indicate XhoI restriction site), and reverse primer, 5′-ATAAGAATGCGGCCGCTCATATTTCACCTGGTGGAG  TCACAG-3′ (underlined letters indicate NotI restriction site). It was then cloned into the psiCHECK-2 vector (Promega), yielding psiCHECK-2-*Nanog*. The miR-296-5p mimics were purchased from Shanghai GenePharma (Shanghai, China). For mimics interference experiments, J1 ESCs were transfected with the indicated mimics (50 nM final concentrations) for 24 h using Lipofectamine 2000 (Invitrogen).

### 2.11. Statistical Analysis

Numerical data were presented as mean ± standard deviation (SD), and statistical significance was analyzed with a two-tailed Student's *t*-test. A value of *p* < 0.05 was considered significant.

## 3. Results

### 3.1. Suppression of MEK/ERK Signaling Promotes Self-Renewal and Colony Morphology of mESCs

Mouse ESCs are derived and maintained by using a combination of the cytokine LIF to activate STAT3 and either serum or bone morphogenetic protein (BMP) to induce inhibitor of differentiation proteins [34]. However in these processes, their differentiation involves autoinductive stimulation of the MEK/ERK pathway by Fgf4 [13, 14]. To determine the exact contribution of the suppression of MEK/ERK signaling to the undifferentiated states of mESCs, J1 mESCs cultured in gelatin coated dishes with LIF (1000 U/mL) were treated with 1 *μ*M PD for 24 h. In the presence of LIF, PD significantly promoted the formation of typical J1 mouse ESC morphology as cultured on feeder-free plates, which was smooth and tightly protuberant when PD was added (Figure 1(a)). However, after being cultured under the feeder-free condition for 3–5 passages, most J1 mESCs colonies lost typical morphology (Figure S1A, right). We then detected pluripotency of J1 mESCs cultured in these conditions for 3 passages by alkaline phosphatase (AP) activity and western blot assays and found that J1 mESCs showed AP activity in contrast to 3T3 cells, which were used for negative control (Figure S1A) and expressed high levels of Nanog and Oct4 (Figure S1B). Thus, J1 mESCs were pluripotent in these conditions when adding PD. Furthermore, the addition of PD and the expression levels of pluripotent factors* Tfcp2l1* and* Nanog* were promoted as measured by quantitative real-time PCR (RT-qPCR) (Figure 1(b)).* Egr1*, a target of the MEK/ERK signaling pathway, was repressed by MEK inhibitor PD (Figure 1(b)). Next, we treated J1 mESCs with PD or equal volume of DMSO for 24 h and then assessed the protein induction of pluripotent factors by PD. Western blot showed that Nanog and Klf4 protein expression levels were upregulated in contrast to control sample (Figure 1(c)); another small molecule SC1, a well-known inhibitor of MEK/ERK signal pathway, also confirmed these results (Figure S2A). However, Myc was repressed significantly (Figure 1(c)). Previous studies demonstrate that mESCs treated with 1 *μ*M retinoic acid (RA) can be induced to differentiate. As indicated in Figure 1(c), Nanog, Klf4, and Myc were significantly repressed by RA. However the expression levels of these two pluripotent factors were able to be rescued by the addition of 1 *μ*M or 3 *μ*M PD, respectively. We also confirmed these results by immunostaining and RT-qPCR (Figure S3). These results indicate that PD is positive for the maintenance of the undifferentiated state of ESCs. PD could promote self-renewal of mESCs by inducing the expression of pluripotency genes. Moreover, PD could antagonize RA-induced differentiation of ESCs.

To investigate alterations of global epigenetic modifications that were involved in DNA methylation in PD-treated ESCs, we performed immunofluorescence staining to examine epigenetic changes (Figure 1(d)). Previous studies indicate that 5-hydroxymethyl cytosine (5hmC) exists at high levels in mESCs, and its level significantly decreases after mESC differentiation [35]. However, the 5hmC modification level in J1 ESCs was unchanged, although a slight reduction of Tet1 was caused after PD treatment (Figure 1(d), upper panel). Moreover, the global histone H3 lysine 27 trimethylation (H3K27me3) modification level and Ezh2 expression level were also unchanged after PD treatment (Figure 1(d), lower panel).

### 3.2. Transcripts Involved in Self-Renewal and Differentiation Were Regulated by PD

To investigate how PD affects the ES cell fate, we performed genome-wide expression microarray analysis of J1 ES cells cultured with or without PD for 24 h (GEO ID number: GSE67534). Messenger RNAs with fold changes greater than 1.5 and *p* values less than 0.05 were presented in Supplementary Table  1. A total of 1206 differentially expressed genes were identified in PD-treated J1 mESCs compared with control-treated cells, of which 763 genes were upregulated and 443 were downregulated. From Table S1, we found that beside the well-known pluripotency-associated genes identified above (Nanog, Tfcp2l1; Figure 1(b)), other pluripotency-related genes such as Pramel7 and Prdm14 were also upregulated in J1 ES cells after 1 *μ*M PD treatment. Ectopic expression of Pramel7 inhibits differentiation and enhances ESC self-renewal, while Pramel7 knockdown induces differentiation and depresses lineage-specific markers [36, 37]. Prdm14 ensures naive pluripotency by recruiting PRC2 [5, 38]. On the other hand, genes associated with development or tissue formation, such as Gata6, Cdx2, Wnt8a, and Dusp4, were significantly downregulated. Cooperating with Brachyury, Cdx2 is reported to induce ESCs to form mesoderm through BMP-induced differentiation [39]. The RT-qPCR was performed for the part of the indicated genes to confirm the objective reliability of the gene expression changes (Figure 2(a)), and consistent results were obtained.

Based on expression profiling, Oct4, Sox2, and Klf4 had no significant expression changes, while Myc (c-Myc) transcript was downregulated, which were further verified by qPCR examination (Figure 1(b); Oct4 and Sox2, data not shown). We then reevaluated the expression of Oct4 and Sox2 using immunofluorescence assay and found that Oct4 and Sox2 were not affected by 1 *μ*M PD treatment for 24 h (Figure 2(b)). Although Klf4 mRNA did not respond to PD signal (Figure 1(b)), Klf4 protein expression level was promoted by PD (Figure 1(c)). Myc gene examinations showed the consistent results (Figures 1(b) and 1(c)). Thus, these results demonstrate that suppression of ERK1/2 signaling pathway by 1 *μ*M PD can promote expressions of key pluripotency-related gene including Nanog, Klf4, and Tfcp2l1 and suppress expressions of differentiation-inducing genes. These findings also indicate that PD contributes to the undifferentiated state of ESCs.

Functional annotation of differentially expressed genes by Gene Ontology (GO) revealed that PD-upregulated genes were significantly enriched for terms linked to developmental processes, cell adhesion, regulation of transcription, and morphogenesis (Figure 2(c)). PD-downregulated genes were highly enriched for terms associated with developmental processes, metabolic processes, transcriptional regulation, and biosynthetic processes (Figure 2(d)). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed that PD-regulated genes are involved in the ECM-receptor interaction, the focal adhesion, and metabolic processes (Figure 2(e)). To investigate the observed effects of PD on mESCs that were not solely the result of MEK/ERK signaling, we performed luciferase reporter assays using signal transduction reporter plasmids [31, 32]. J1 mESCs were transfected with reporter plasmids that represented the signal transduction pathways of JAK-STAT (pISRE-TA-luc), JNK/p38 and PKA (pAP1-TA-luc and pCRE-TA-luc), PKC/MAPK (pAP2-TA-luc), Glucocorticoid/HSP90 (pGRE-TA-luc), and p53 (pP53-TA-luc). 24 h after transfection, 1 *μ*M PD or an equal volume of DMSO was added to cell medium for another 24 h. As shown in Figure 2(f), PD treatment was able to decrease the luciferase activity of JNK/p38, PKC/MAPK, and p53 significantly, confirming that PD inhibits these three signaling pathways in J1 mESCs; another small molecule SC1 also confirmed these results (Figure S2B). However PD was able to increase the luciferase activity of JAK-STAT, indicating that PD promotes JAK-STAT signaling pathway. Collectively, PD treatment alters the expression of transcription factors in J1 mESCs and fine-tunes the signaling pathways to maintain the characteristics of stem cells.

### 3.3. Small RNA Deep-Sequencing of PD-Treated mESCs

Although key regulatory genes have been well disclosed in ERK1/2 signaling cascade pathway in mESCs, ERK1/2-related miRNAs have not been investigated so far. To identify the ERK1/2 signal-related miRNAs in ESCs, we performed small RNA sequencing using small RNA deep-sequencing technology in J1 mESCs treated with 1 *μ*M PD or equal volume of DMSO for 24 h (Figure 3(a)). 

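J1 is an established line of mouse embryonic stem cells. The cells were grown with 1000 U/mL of LIF, a cytokine that maintains self-renewal, and treated for 24 h with 1 μM PD, an inhibitor of MEK that blocks ERK1/2 signaling, or with DMSO. The paper gives the gelatin coating of the plates as 0.1%, while the sample labels give 0.2%. Total RNA of 3 independent experiments was pooled for each treatment before the library was made, so that 1 small RNA library stood for each treatment (no replicates). The authors purified small RNA from a gel, ligated adapters, sequenced the libraries, removed low-quality, adapter and contaminating reads and those under 18 nt, and deposited the number of clean reads with each distinct sequence (tag), as raw counts without alignment or normalization. The control library held 18870345 clean reads of 910008 distinct tags, of which 665655 were seen once. The PD library held 20944808 clean reads of 1046544 distinct tags, of which 773270 were seen once. From these counts, each tag was compared with the 1174 named miRNA hairpins of the GENCODE M21 annotation of the mouse genome (build GRCm38) and was kept where it matched a hairpin perfectly over its whole length. That annotation holds hairpins without mature sequences. The most frequent tag on each arm of a hairpin, over both libraries together, was therefore taken as the mature miRNA, and tags that overlapped it by at least 16 nt were counted for it. A tag that matched several miRNAs was counted for each of them. Counts were normalized to the clean reads of the library as RPM, with 0.01 RPM in place of 0. Of 1171 mature miRNAs with reads, 519 reached 1 RPM in at least 1 library and were treated as detected. The smallest expression that 3 reads could show was 0.159 RPM in the control and 0.143 RPM in the PD library. The fold change was the RPM of the PD library divided by that of the control, and its 95% confidence interval came from the exact Clopper-Pearson interval of the PD reads. A 2-sided exact binomial test compared the read counts of the 2 libraries, with Benjamini-Hochberg adjustment over the detected miRNAs. This test covers the sampling of reads only, and no difference between the libraries has a replicate in the sequencing. The paper reports RT-qPCR of several miRNAs in 3 independent experiments, which was not analysed here. The numbers depended most on the filter on low counts, the fold threshold, the variation assumed between libraries and the denominator. Denominators included all clean reads and only the reads that match miRNAs.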

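The deposited counts summed to 18870345 clean reads in the control library and 20944808 in the PD library (no replicates). Clean reads were between 18 and 44 nt long. Reads of 20 to 24 nt, the range that holds most mature miRNAs, made up 63.03% of the control library and 52.04% of the PD library. Reads of 28 to 32 nt made up 7.11% of the control reads (95% Wilson interval 7.10 to 7.12) and 16.96% of the PD reads (95% Wilson interval 16.94 to 16.97). The intervals express the sampling of reads only.

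**Figure D1:**
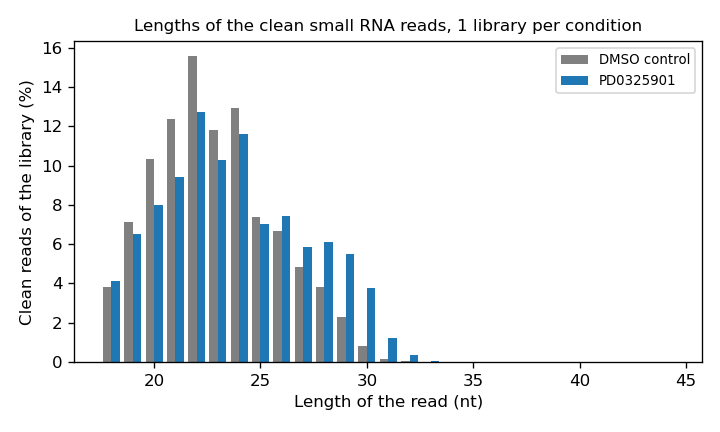
Length of the clean reads in nt (x axis) against their percent of all clean reads of the library (y axis), with grey bars for the DMSO control and blue bars for PD, 1 library each and no error bars. The most frequent length was 22 nt in both libraries, with 15.55% of the control reads and 12.72% of the PD reads, and the PD bars are the higher ones at 18 nt and from 26 to 32 nt.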

Totally, 18,870,345 clean reads for control-treated cells (control) and 20,944,808 clean reads for the PD-treated sample (PD) were, respectively, extracted after removal of low-quality sequences, and the 5′ and 3′ adapters, pollution reads, and reads smaller than 18 nucleotides. Scatter plots showed the general trend of miRNA expression changes after PD stimulation (Figure 3(b)). 

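Across the 519 detected miRNAs, the median log2 fold change of the PD library against the control was -0.171 (95% interval of the median, from order statistics over miRNAs, -0.211 to -0.119), which corresponds to a fold change of 0.888. The quartiles of the log2 fold change were -0.407 and 0.062. The read counts of 235 miRNAs differed between the libraries at an adjusted p under 0.05 in the exact binomial test, and 157 of these had changed by less than 1.5-fold. The miRNAs are not independent replicates, and each treatment had 1 library (no replicates). With the reads that match miRNAs in place of all clean reads the median log2 fold change was 0.026, and with the clean reads of 20 to 24 nt, a denominator chosen after seeing the data, it was 0.105. A fall shared by most miRNAs could not show with the reads that match miRNAs as denominator.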

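The tags were compared here with the transcripts of GENCODE M21 in place of the GenBank and Rfam databases, and a tag was assigned to a class when it matched a transcript of it perfectly. Tags that matched a miRNA hairpin were not considered for the other classes. Tags that matched the nuclear rRNA transcripts of this annotation took 2226668 reads (11.80%) of the control library and 2251419 reads (10.75%) of the PD library. Reads from snoRNAs and scaRNAs made up 1.24% of the control library and 1.28% of the PD library, and reads from snRNAs 0.159% and 0.156%. Mitochondrial tRNA accounted for 0.017% and 0.020%, and mitochondrial rRNA for 0.036% in both libraries. The remaining 71.39% of the control reads and 74.33% of the PD reads had no perfect match in this set of transcripts, which does not include nuclear tRNAs. Reads of any rRNA sequence that the set lacks would be among them, so the rRNA shares may be too low. Each value comes from 1 library (no replicates).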

After mapping the clean reads against the GenBank noncoding RNA database and the Rfam database, we found noncoding RNAs (ncRNAs), such as rRNA, scRNA, tRNA, snRNA, snoRNA, and other ncRNAs. 

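Tags that matched protein-coding or long noncoding transcripts perfectly, and no smaller RNA class, held 632274 reads (3.35%) of the control library and 614147 reads (2.93%) of the PD library (no replicates). Introns could not be searched, since the reference analysed here holds spliced transcripts and no genome sequence.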

Then, small RNA reads were mapped against introns and exons of mRNAs to find and excise the degraded fragments of mRNA in the small RNA tags. 

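Perfect matching of the tags to the 1174 annotated hairpins assigned 2180916 clean reads of the control library to miRNAs, a share of 11.56% (95% Wilson interval 11.54 to 11.57). In the PD library 2111203 reads matched, a share of 10.08% (95% Wilson interval 10.07 to 10.09). The share in the PD library was 0.872 times that in the control. The chi-square statistic of the reads in and out of miRNAs was 22531.7, which reflects the depth of the libraries and covers the sampling of reads only (no replicates). When only tags identical to a mature miRNA were counted, the miRNA share of the PD library was 90.4% of that of the control.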

Finally, the clean reads were aligned to miRBase (Release 18) allowing only perfect matches.

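By the criterion of 1.5-fold or greater, 103 of the 519 detected miRNAs changed, with 32 upregulated and 71 downregulated in the PD library. Of these, 20 upregulated and 58 downregulated miRNAs also had an adjusted p under 0.05 in the exact binomial test of their read counts, while 25 of the changed miRNAs did not reach it at this depth. Among miRNAs with at least 10 RPM in either library, the largest rise was that of miR-331-3p, from 130 reads (6.89 RPM) in the control to 525 reads (25.07 RPM) in the PD library. Its fold change was 3.64 (95% interval 3.00 to 4.44, adjusted p = 1.56e-47 from the exact binomial test). Its hairpin lies on chromosome 10 of GRCm38 from 93963768 to 93963863 and overlaps an exon of Vezt. It was followed by miR-378c-5p with a fold change of 2.01, miR-124-3p with 1.85, miR-302a-5p with 1.76 and miR-467a-5p with 1.75. Only 1.96% of the control reads of miR-378c-5p came from tags that match no other miRNA, and all reads of miR-467a-5p were shared with other miRNAs, so the source of these reads is uncertain. The largest fall was that of miR-296-3p, with a fold change of 0.232 (95% interval 0.213 to 0.253, adjusted p = 1.89e-313 from the exact binomial test). The 2 arms of miR-6240 followed, with fold changes of 0.359 for the 3p arm and 0.480 for the 5p arm, together with miR-222-3p at 0.417 and miR-540-3p at 0.493. Tags that match a hairpin were not searched in rRNA or other transcripts, except the most frequent miR-296-3p tag. Another RNA as the source of the miR-6240 reads is thus not excluded. The miR-222-3p reads fell from 1116 to 516. Its hairpin lies on chromosome X from 19146893 to 19146971, outside other annotated genes on that strand. Each library was sequenced once (no replicates). Without the filter on low expression, the numbers rose to 270 upregulated and 301 downregulated miRNAs, and with the exact test of edgeR at an assumed biological coefficient of variation of 0.2 as a further criterion they fell to 1 and 1.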

After performing fold change analysis, we identified 89 differentially expressed miRNAs in J1 mESCs treated with PD compared with the control library, in which 26 miRNAs were upregulated and 63 miRNAs were downregulated by 1.5-fold or greater (Table S2). We noted that ~70% of miRNAs (63 out of 89) in the PD-treated samples were downregulated, and many miRNAs have been studied in pluripotent cells. 

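The downregulated miRNAs made up 68.9% of those changed by 1.5-fold or greater (71 of 103; exact binomial test against equal numbers, p = 1.53e-04). The test treats the miRNAs as independent, which they are not, since several share a hairpin, a cluster or reads. Counts came from 1 library per treatment (no replicates). The share depended most on the denominator. With normalization to the reads that match miRNAs, 36.6% of the changed miRNAs were downregulated (exact binomial test, p = 0.0198), and with the clean reads of 20 to 24 nt, chosen after seeing the data, 26.4% were (p = 1.27e-05 from the same exact test). Normalization to miRNA reads removes a fall shared by most miRNAs by design.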

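In the GENCODE M21 annotation of GRCm38, the miR-302-367 cluster has 5 hairpins on the plus strand of chromosome 3 from 127545228 to 127545807. The miR-290-295 cluster has 7 hairpins on the plus strand of chromosome 7 from 3218626 to 3220841. The miR-17-92 cluster has 6 hairpins on the plus strand of chromosome 14 from 115043671 to 115044506, in exons of the noncoding host gene Mir17hg. The miR-106a-363 cluster has 6 hairpins on the minus strand of chromosome X from 52741693 to 52742567, and Mir106a overlaps an exon of Kis2. The miR-106b-25 cluster has 3 hairpins on the minus strand of chromosome 5 from 138165321 to 138165818, within Mcm7. The RPM summed over the detected members differed widely between clusters. In the control library it was 33347 RPM for miR-290-295, 6746 RPM for miR-106b-25, 3246 RPM for miR-106a-363, 2102 RPM for miR-17-92 and 14.8 RPM for miR-302-367. In the PD library it was 28641, 5127, 2331, 1367 and 26.2 RPM in the same order (no replicates). Tags of miR-19b-3p and miR-92a-3p match hairpins of both the miR-17-92 and the miR-106a-363 clusters and were counted in each.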

The miR-302-367, miR-290-295, miR-17-92b, miR-106a-363, and miR-106b-25 cluster of miRNAs belong to the ESC-specific cell cycle (ESCC) family of miRNAs. The miR-302-367 cluster is expressed specifically in pluripotent ESCs, and its overexpression promotes iPS cell generation efficiency in mouse fibroblasts using three exogenous factors (Oct4, Klf4, and Sox2). The miR-290-295 cluster promotes pluripotency maintenance via regulating cell cycle phase distribution. Our sequencing data showed that the expression of miR-302a and miR-302d was upregulated by 1 *μ*M PD (Figure 4(a)), but the other ESCC miRNAs were downregulated following PD treatment (Figures 4(b)–4(e)). 

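In the miR-302-367 cluster, miR-302d-3p rose from 46 reads in the control to 119 in the PD library, a fold change of 2.33 (95% interval 1.65 to 3.35, adjusted p = 1.95e-06 from the exact binomial test). The reads of miR-302a-5p increased from 171 to 334, a fold change of 1.76 (95% interval 1.46 to 2.13, adjusted p = 4.39e-09 from the same exact test). For miR-302d-5p the counts were 9 and 23 reads and the fold change was 2.30, with an interval of 1.03 to 5.65 (exact binomial test, adjusted p = 0.0694). The differences of miR-302a-3p (26 and 36 reads) and miR-302b-3p (27 and 37 reads) were not detectable at this depth, since both intervals of the fold change include 1. All 5 detected members of the cluster were above the control level, with a median log2 fold change of 0.815 against -0.174 for the other miRNAs (permutation test of cluster membership, adjusted p = 0.0023 over 14 clusters). Of the 19 miRNAs of the other 4 clusters shown in Figures 4(b)–4(e), 18 were below the control level, and 16 of them had an adjusted p under 0.05 in the exact binomial test. Their fold changes lay between 0.640 for miR-363-3p, the only one of them changed by 1.5-fold, and 0.993 for miR-93-5p, while that of miR-18a-3p was 1.07 (37 and 44 reads). The most highly expressed of them, miR-290-5p, went from 10977 to 9065 RPM, a fold change of 0.826 (95% interval 0.821 to 0.831). Over all 37 detected members of these 4 clusters, 29 were below and 8 above the control level. Of those above, miR-292-5p (fold change 1.102), miR-19b-3p (1.179) and miR-295-5p (1.086) had an adjusted p under 0.05 in the exact binomial test. Each treatment had 1 library (no replicates). Of the 37 members, 17 were below the control level when the reads that match miRNAs were the denominator, and 11 with the clean reads of 20 to 24 nt, which was chosen after seeing the data. The former denominator cannot show a fall shared by most miRNAs. From its sequencing data, the paper reports miR-302a and miR-302d as raised by PD and the other ESCC miRNAs as lowered.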

The differential expression levels of several miRNAs were confirmed by quantitative real-time PCR (RT-qPCR) (Figure 4(f)).

### 3.4. ERK1/2 Signal-Related miRNAs Regulate Nanog Expression and Promote Homogeneous ESC

We found that PD treatment inhibited the expression of most miRNAs in ESCs, especially those related to ESCC family of miRNAs. 

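Of the 519 detected miRNAs, 351 (67.6%) were below the control level in the PD library and 168 were above it (exact sign test over miRNAs, p = 6.84e-16). The miRNAs are not independent replicates, and there was 1 library per treatment (no replicates). The 37 detected members of the miR-290-295, miR-17-92, miR-106a-363 and miR-106b-25 clusters had a median log2 fold change of -0.171. The 477 detected miRNAs outside all 5 ESCC clusters had a median log2 fold change of -0.176. The number of ESCC members that fell by 1.5-fold or greater was 2, miR-92a-3p (fold change 0.602) and miR-363-3p (0.640). Normalizing to the reads that match miRNAs left 47.0% of the detected miRNAs below the control level (exact sign test, p = 0.188), and normalizing to the clean reads of 20 to 24 nt, chosen after seeing the data, left 38.0%. The first of these places the typical miRNA near no change by design and is not evidence against a fall shared by most miRNAs. The paper states that PD inhibits most miRNAs and the ESCC family in particular.

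**Figure D2:**
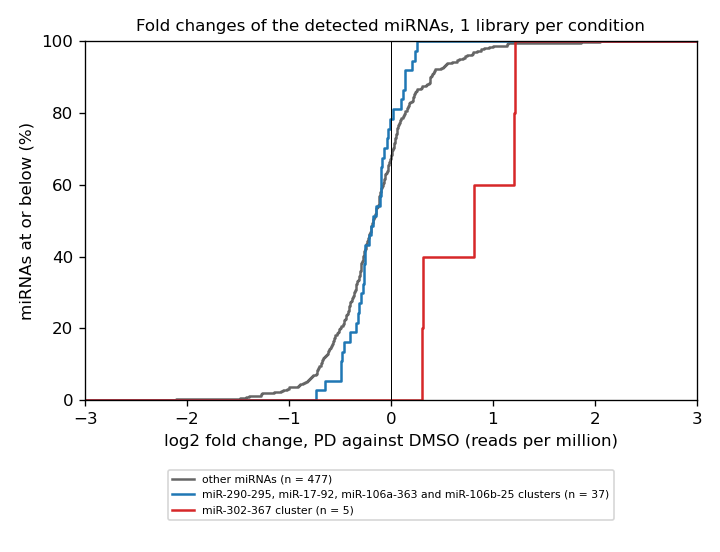
Cumulative distribution of the log2 fold change of RPM, PD against DMSO (x axis), as the percent of miRNAs at or below each value (y axis), with 1 library per treatment and no error bars. The grey line (477 miRNAs outside the ESCC clusters) and the blue line (37 members of the 4 clusters) cross near their medians of -0.176 and -0.171, while the red line (5 members of miR-302-367) lies to the right of 0.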

More recently, we reported that ~98% of miRNAs (367 of 373) were downregulated in the CHIR-treated ESCs (GSE54145) (Table S3). This phenomenon attracted our attention and we thought that miRNAs could be almost totally inhibited in serum-free medium containing two small molecules, CHIR and PD (N2B27/2i). We then analyzed the global difference of miRNAs in these two small molecule-treated ESCs. After comparing the expression of miRNAs in CHIR- and PD-treated ESCs, we found that ~92.5% of differential miRNAs (368 of 398) were downregulated in PD and CHIR-treated ESCs. Venn diagram showed the upregulated miRNAs (Figure 5(a)) and the downregulated miRNAs (Figure 5(b)) in PD- and CHIR-treated ESCs, respectively, and the global differential miRNAs between CHIR- and PD-treated ESC are shown in Figure 5(c).

Recent reports indicate that DGCR8 can be phosphorylated by MEK/ERK, which increases its intracellular stability and induces a progrowth miRNA profile [22], while glycogen synthase kinase 3 beta phosphorylates the Drosha and increases its nuclear localization [40–42], because the phosphorylation of DGCR8 and Drosha can be repressed by PD and CHIR (Figure 5(d)), which could result in the loss of miRNAs. So most of miRNAs were inhibited in N2B27/2i ESC medium, and this result was very similar to the effect caused by the Dgcr8 knockout in ESCs. Moreover, Dgcr8 knockout ESCs were defective in differentiation even under stringent differentiation conditions (Figure 5(d)) [26]. This might be the reason that ESCs in N2B27/2i ESC medium are highly homogeneous yet fully pluripotent even in the absence of feeder, while ESCs without feeder and in the presence of LIF are flattened and heterogeneous (Figure 1(a)) [12]. Moreover, Nanog reporters are heterogeneously expressed in ESCs cultured in serum and LIF without feeder [12], and the underlying mechanism is the monoallelic expression of Nanog demonstrated by RNA fish [15]. We showed that 1 *μ*M PD treatment can change the expression of Nanog from low to high states (Figures 1(b) and 1(c)). 

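The hairpin of miR-296 lies on the minus strand of chromosome 2 of GRCm38 from 174267047 to 174267125, outside other annotated genes on that strand. Reads of its 3p arm fell from 2629 (139.3 RPM) in the control to 678 (32.4 RPM) in the PD library. The fold change was 0.232 (95% interval 0.213 to 0.253, adjusted p = 1.89e-313 from the exact binomial test). Reads of its 5p arm went from 1376 (72.9 RPM) to 1761 (84.1 RPM), a fold change of 1.15 (95% interval 1.07 to 1.24, adjusted p = 2.75e-04 from the exact binomial test). The most frequent 3p tag was GAGGGTTGGGTGGAGGCT, of 18 nt, and the most frequent 5p tag was AGGGCCCCCCCTCAATCCTGT, of 21 nt. All tags of both arms matched miR-296 alone. The primer for miR-296 in Table S4 has the sequence of the 3p arm, and the mimics named in the methods are those of the 5p arm. Values come from 1 library per treatment (no replicates). When only tags of 21 nt or more were counted, an alternative chosen after seeing the data, the fold change of the 3p arm was 0.587. The paper takes the lower level of miR-296, measured by RT-qPCR in PD-treated cells, as evidence that miRNAs that target Nanog are inhibited.

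**Figure D3:**
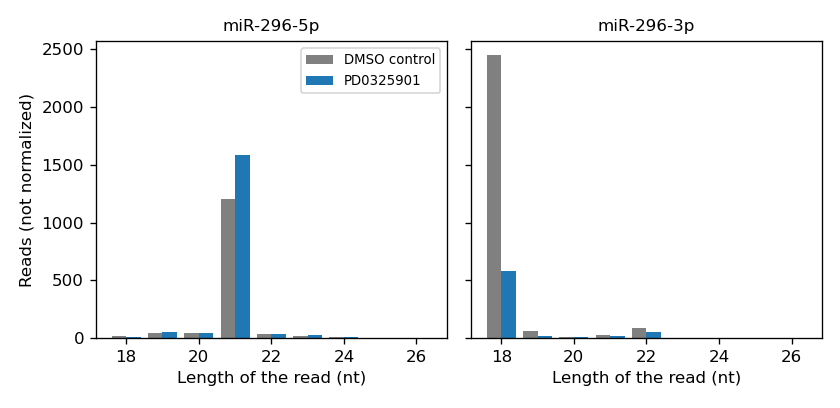
Reads of miR-296 by length in nt (x axis) for the 5p arm (left) and the 3p arm (right), as counts without normalization (y axis), with grey bars for the DMSO control and blue bars for PD, 1 library each and no error bars. The 3p reads are mostly of 18 nt, with 2448 in the control and 582 in the PD library, and the 5p reads mostly of 21 nt, with 1204 and 1589.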

In the meantime, miRNAs that targeted Nanog were also inhibited in PD-treated cells. For instance, RT-qPCR showed that miR-296 was significantly downregulated (Figure 4(f)).

To examine miR-296 function in PD-induced Nanog expression, we subcloned coding sequence (CDS) fragment of Nanog downstream the reporter gene in the psiCHECK-2 vector (Figure 5(e), upper panel). Luciferase assays were performed by cotransfection of the reporter vector and miR-296 mimics into 293T cells for 24 h. As shown in Figure 5(e), the reporter that harbored the CDS fragment of Nanog was significantly repressed, whereas miR-296 inhibitor could rescue luciferase activity. Furthermore, western blot and RT-qPCR showed that transfection of miR-296 mimics suppressed Nanog levels in J1 mESCs (Figures 5(f) and 5(g)); however PD can compromise miR-296 reduction on Nanog (Figure 5(f)). These results strongly suggest that PD treatment could promote Nanog expression by inhibiting the level of miRNA that targets Nanog.

## 4. Discussion

ESCs were heterogeneous because of self-activating differentiation signal of MEK/ERK that triggers differentiation of ESCs in serum-containing medium. To examine the effects of the suppression of MEK/ERK signaling to mESCs, we treated ESCs with PD and found that colonies were homogeneous in ESC morphology. GO annotation of differentially expressed genes also revealed that PD-upregulated genes were enriched for terms linked to the regulation of morphogenesis (Figure 2(c)). These results indicate that suppression of self-activating differentiation signal is positive for the homogeneous ESC morphology in serum-containing medium. Moreover, PD promoted the expression of Nanog and Klf4 under this condition (Figures 1(b) and 1(c)) and could rescue the expression of Nanog and Klf4 induced by RA (Figure 1(c)). These results indicate that PD is positive for the maintenance of the undifferentiated state of ESCs by inducing the expression of pluripotency genes and antagonizing RA-induced differentiation of ESCs.

Genome-wide expression microarray analysis confirmed these results that pluripotency-related genes were unregulated and lineage-specific markers were downregulated after PD treatment in mESCs. However, the increase of Klf4 protein level was not accompanied by that of the* Klf4* mRNA level (Figures 1(b) and 1(c)). This phenomenon indicates that MEK/ERK may regulate Klf4 expression at posttranscriptional level, consistent with previous report that MEK/ERK could phosphorylate Klf4, which results in Klf4 ubiquitination and degradation [43]. We also noted an unwarranted side effect of suppressing MEK/ERK signaling, that is, the depression of Myc messenger RNA and Myc protein levels (Figures 1(b) and 1(c)), consistent with previous study that elevated Myc is not necessary for ESC propagation [11].

The dynamical regulation of DNA methylation is important for the establishment of pluripotency in mESCs [4]. Although ESCs exist at high level of 5-hydroxymethyl cytosine (5hmC) [35], the 5hmC modification level in J1 ESCs was unchanged, even if a slight reduction (~25%) of Tet1 was caused after PD treatment (Figure 1(d)). This phenomenon might be attributed to the change of 5hmC that cannot be distinguished at the whole genome level. In addition, PD promote the expression of Prdm14, which can block mES cells from naive inner cell mass- (ICM-) like state to a primed epiblast-like state by inhibiting de novo DNA methyltransferase [38]. In undifferentiated ESCs, the majority of chromatin appears homogeneous [44]. However histone mark H3k27me3 commonly associated with repressive chromatin was not influenced by PD (Figure 1(d)).

Recently, increasing evidence suggests that miRNAs, as an important mechanism of epigenetic regulation, are crucial for normal ESC self-renewal and cellular differentiation by tightly controlling ES cell self-renewal and differentiation pathways [7]. We performed small RNA sequencing to study how miRNAs establish ESC properties in MEK/ERK pathway (Figure 3(a)). After performing fold change analysis, we noted that ~70% of miRNAs were downregulated in PD-treated samples, including the ESCC family of miRNAs. We also found that ~92.5% of differential miRNAs were downregulated after comparing the expression of miRNAs in CHIR- and PD-treated ESCs. The reduction of most miRNAs stimulated by PD and CHIR might be the reason that ESCs appear to be homogeneous in N2B27 medium supplemented with PD and CHIR. Inhibition of MEK/ERK represses Dgcr8 intracellular stability, which in turn influences miRNA profile [22]. Meanwhile, inhibition of glycogen synthase kinase 3 beta by CHIR reduces Drosha nuclear localization, which will result in the loss of miRNAs (Figure 5(d)). These could be the reasons the expression of most of miRNAs was inhibited in PD- or CHIR-treated ESCs (Figures 5(b) and 5(c)). A consistent result was also proved by GO annotation, and GO annotation revealed that PD-regulated genes were significantly enriched for terms linked to the regulation of RNA metabolic process and negative regulation of nucleic metabolic process (Figure 2(d)).

Previous study has demonstrated that Dgcr8 knockout mESCs showed a global loss of miRNAs (Figure 5(d)) and further caused proliferation defect [45]. Reintroduction of deficient canonical miRNAs that suppress inhibitors of G1-S transition can rescue the ESC proliferation defect in Dgcr8 knockout mESCs. The key factor in this process is Cdkn1a (also known as p21), an inhibitor of G1-S transition, which is inhibited by ESCC miRNAs. However, the repression of miRNAs in PD-treated ESCs did not induce the elevated p21 (Table S1), which results in proliferation defect [45], consistent with the signal transduction reporter assay that PD treatment inhibits the signaling pathway of p53 in J1 mESCs (Figure 2(f)). Thus ESC proliferation cannot be influenced by the loss of miRNAs. In addition, the monoallelic expression of Nanog that causes ESC heterogeneously in serum and LIF medium without feeder can be promoted by inhibiting the level of miRNA that targets Nanog after PD treatment (Figure 5(f)). Thus, the suppression of MEK/ERK is quite important for the homogeneous undifferentiated ESCs.

RNase III family members play diverse roles in RNA metabolism [46]. Drosha is known to play a critical role in miRNA maturation [47] and mRNA stability control [48]. For instance, in Hela cells, ~2% genes detected by Affymetrix chip were upregulated over 2-fold in Drosha-depleted cells. Furthermore, those genes are also upregulated in DGCR8-depleted cells. Thus, ~100 genes are controlled by DGCR8-Drosha complex. We cannot rule out the possibility that some of these genes indirectly influenced by CHIR and PD in N2B27/2i ESC medium exist, which in turn influence ESC pluripotency.

Taken together, our experiments showed the MEK/ERK signal-related regulation profiles and miRNAs in J1 mESCs. PD not only regulates the transcript expressions related to self-renewal and differentiation but also antagonizes the action of RA-induced differentiation. Moreover, PD was able to significantly modulate the expression of multiple miRNAs, especially those that have crucial functions in ES cell development. Thus, key regulatory genes and complex epigenetic modifications are integrated into the MEK/ERK molecular pathway, which in turn influence ES cell self-renewal and cellular differentiation.

## 5. Conclusions

ESCs have the unique ability to grow indefinitely in culture while retaining their pluripotency. This self-renewal capacity is established through the integration of several molecular pathways controlled by key regulatory genes and complex epigenetic modifications. It is reported that multiple epigenetic regulators such as miRNA and pluripotency factors can be tightly integrated into the molecular pathway and cooperate together to maintain self-renewal of ESCs. However the effects of miRNA and key regulatory genes that establish ESC properties in MEK/ERK pathway are poorly understood. In this study, we found PD-related transcripts and miRNAs that were involved in self-renewal and differentiation. We also demonstrated that PD enhances ESC self-renewal capacity not only by key regulatory genes, but also influences ES cell-specific miRNA, which in turn influences ESC self-renewal and cellular differentiation. This study also highlights that ERK1/2 signal-related miRNAs can promote ESC homogeneous.

## Supplementary Material

Detection of pluripotency of J1 mESCs by using alkaline phosphatase staining and western blot is shown in Figure 1.
Figure 2: describes pluripotency markers and signaling transduction pathways regulated by SC1.
Figure 3: describes that PD03 rescues the expression of Nanog at protein level.
Table S1: describes the differentially expressed transcripts in PD0325901 treated J1 mESCs.
Table S2: describes differentially expressed miRNAs in PD0325901 treated J1 mESCs.
Table S3: describes differentially expressed miRNAs in CHIR99021 treated J1 mESCs.
Table S4: describes primer sequences used for qPCR analyses of gene mRNAs and mature miRNAs.

## Figures and Tables

**Figure 1:**
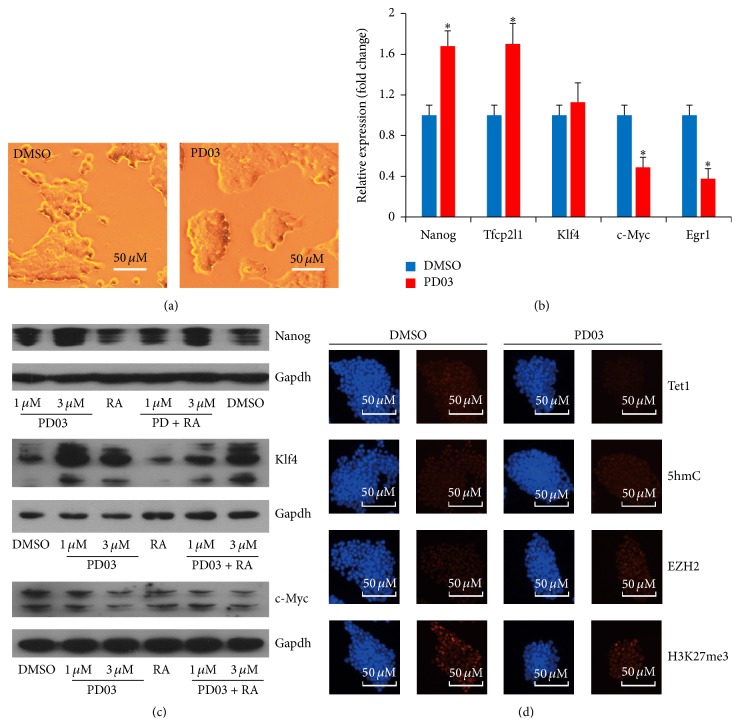
Suppression of MEK/ERK signaling promotes self-renewal and colony morphology of mESCs. (a) PD promotes colony morphology of mESCs. J1 mESCs were treated with 1 *μ*M PD or equal volume of DMSO for 24 h. Morphological changes were observed and recorded under a phase contrast microscope. Scale bar = 50 *μ*m. (b) PD influences the expression pluripotent factors. ESCs were treated with or without 1 *μ*M PD for 24 h; then the expression levels of* Nanog*,* Tfcp2l1*,* Klf4*, c-*Myc*, and* Egr1* were analyzed by RT-qPCR. Gapdh was used as a normalization control. Error bars indicate mean ± SD of three independent experiments, ^*∗*^ *p* < 0.05 compared with controls. (c) PD antagonizes RA-induced differentiation of ESCs. ESCs were treated with the indicated concentration of PD and/or together with 1 *μ*M RA for 24 h; equal volume of DMSO was added for control samples. Then the protein expression levels of Nanog, Klf4, and c-Myc were analyzed by western blot. Gapdh was used as a normalization control. (d) PD do not influence epigenetic regulation of ESCs. ESCs were treated with the 1 *μ*M PD or equal volume of DMSO for 24 h. Immunofluorescence staining assay was used for analysis of the expression level of 5hmC, Tet1, Ezh2, and H3K27me3. Nuclei were stained with DAPI; scale bar = 50 *μ*m.

**Figure 2:**
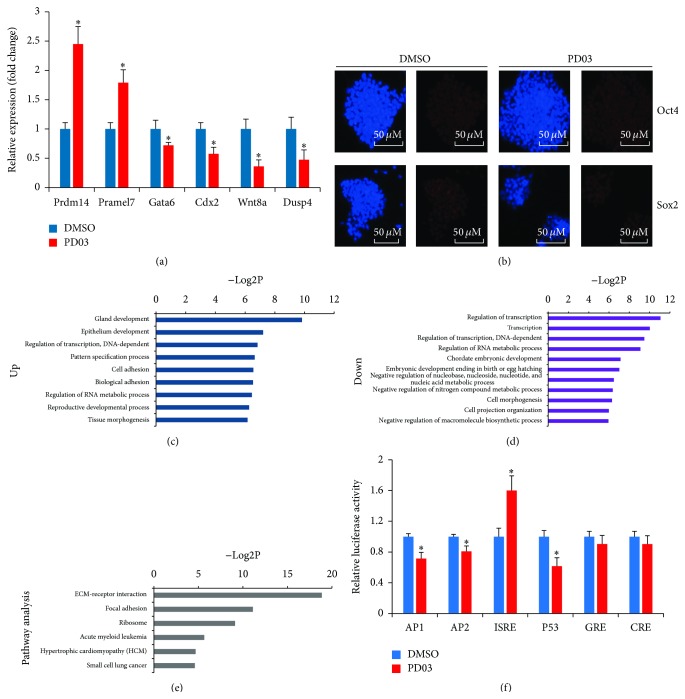
Transcripts involved in self-renewal and differentiation were regulated by PD. (a) qPCR validation of the microarray data. Cells were treated with 1 *μ*M PD or equal volume of DMSO for 24 h. The expression levels of Prdm14, pramle7, Gata6, Cdx2, Wnt8a, and Dusp4 were detected by RT-qPCR. Error bars indicate mean ± SD of three independent experiments, ^*∗*^ *p* < 0.05 compared with controls. (b) The expression of Oct4 and Sox2. Cells were treated with 1 *μ*M PD or equal volume of DMSO for 24 h. Immunofluorescence staining assay was used for analysis of the expression level of Oct4 and Sox2. Nuclei were stained with DAPI; scale bar = 50 *μ*m. (c and d) GO annotation of PD-regulated genes. GO term enrichment of the “biological process” category of PD-regulated genes. GO terms ranked according to the −Log2P of upregulated genes (count > 10) (c) or downregulated genes (d) were plotted. (e) KEGG pathway analysis of differentially expressed genes. KEGG pathway analysis of differentially expressed genes in PD-treated J1 mESCs. This result was ranked according to the −Log2P of PD-regulated genes (count > 10). (f) Dual-luciferase reporter assay to identify signaling transduction pathways regulated by PD. Pathway reporter vectors (including negative control) and internal control pRL-SV40 were cotransfected by Lipofectamine 2000. 24 h after transfection, 1 *μ*M PD or an equal volume of DMSO was added to cell medium for another 24 h. Luciferase activity is presented relative to negative control pTA-luc. Data are presented as mean ± SD of three independent experiments, ^*∗*^ *p* < 0.05.

**Figure 3:**
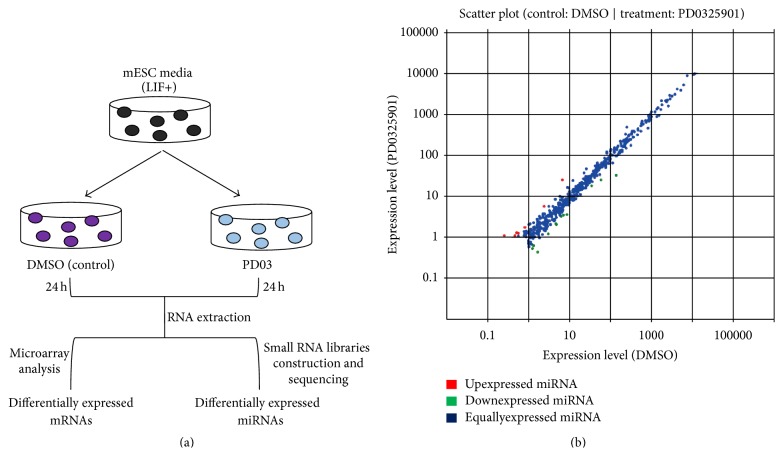
Experimental scheme for sample preparation of small RNA deep-sequencing and microarray analysis. (a) Experimental scheme for small RNA deep-sequencing and microarray analysis. J1 mESCs cultured in LIF containing media were treated with 1 *μ*M PD or equal volume of DMSO (control) for 24 h, and then the total RNAs were extracted and qualified RNAs were analyzed by microarray gene expression profiling and small RNA deep-sequencing to identify differentially expressed mRNAs and miRNAs. (b) Comparison of the known miRNA expression between DMSO- and PD-treated samples. The scatter plots show the distribution of the detected miRNAs with or without 1 *μ*M PD treatment in mESC medium for 24 h. Significant regulated miRNAs with 1.5-fold change are marked red (upregulated) and green (downregulated).

**Figure 4:**
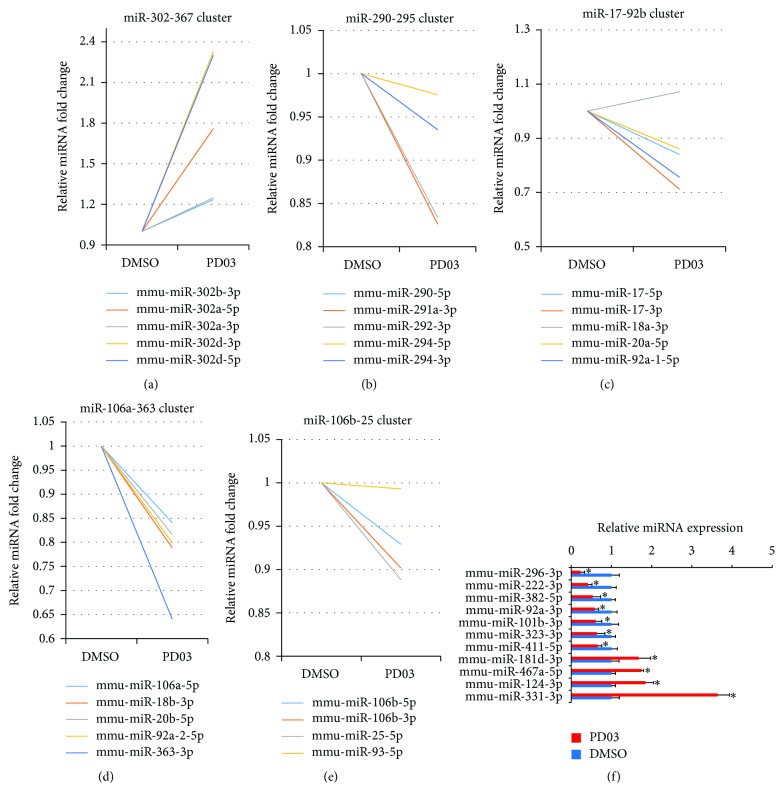
PD regulate the expression of the ESCC family of miRNAs in mESCs. (a–e) Relative fold change of mature ESCC family of miRNAs. J1 mESCs were treated with 1 *μ*M PD or equal volume of DMSO (control) for 24 h, and then the total RNAs were extracted and qualified RNAs were analyzed by small RNA deep-sequencing to identify differentially expressed miRNA. miR-302-367 cluster, miR-290-295 cluster, miR-17-92b cluster, miR-106a-363 cluster, and miR-106b-25 cluster in control and PD-treated J1 mESCs detected by small RNA deep-sequencing. (f) RT-qPCR validation of differentially expressed miRNA in PD-treated J1 mESCs. J1 mESCs were treated with 1 *μ*M PD for 24 h, and then the expression of miRNAs was determined by RT-qPCR. Error bars indicate mean ± SD of three independent experiments, ^*∗*^ *p* < 0.05 compared with controls.

**Figure 5:**
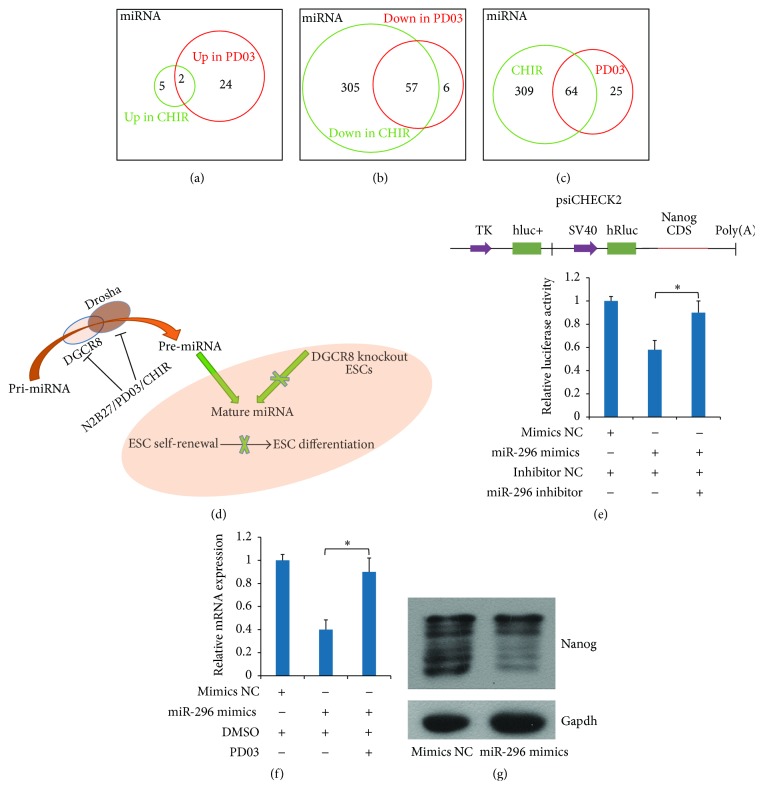
MEK/ERK signal-related miRNAs promote homogeneous ESC. (a–c) Venn diagram shows the differential expression of miRNA in PD- and CHIR-treated ESCs. Venn diagram showed the upregulated miRNAs (a) and the downregulated miRNAs (b) in PD- and CHIR-treated ESCs, respectively. The global differential miRNAs between CHIR- and PD-treated ESCs are shown in (c). (d) Schematic diagram of the miRNA biosynthesis and functions in maintaining the undifferentiated state of mESCs. PD and CHIR influence Dgcr8-Drosha complex activity. → means active and ⊥ means inactive. (e) miR-296 mimics regulated Nanog expression in a posttranscriptional regulation manner. Schematic representation of the 3′-UTR reporter constructs in the upper panel. TK, hluc+, SV40, and hRluc represent HSV-TK promoter, firefly luciferase gene, SV40 early enhancer/promoter, and Renilla luciferase gene, respectively. In the lower panel, psiCHECK2-Nanog-CDS or psiCHECK2 control plasmid was cotransfected with mimics NC or miR-296 mimics/inhibitor into 293T cells. At 24 h after incubation, 1 *μ*M PD or an equal volume of DMSO was added to cell medium for another 24 h. Luciferase activity is presented relative to negative control pTA-luc. Data are presented as mean ± SD of three independent experiments, ^*∗*^ *p* < 0.05. (f) miR-296 mimics regulated Nanog expression. J1 mESCs were transfected with mimics NC or miR-296 mimics. At 5 h after transfection, fresh medium was added and 1 *μ*M PD or an equal volume of DMSO was added to the transfected cells for another 24 h. The expression level of Nanog was detected by RT-qPCR. Error bars indicate mean ± SD of three independent experiments, ^*∗*^ *p* < 0.05 compared with controls. (g) miR-296 regulates Nanog expression. ESCs were transfected with mimics NC or miR-296 mimics for 24 h; then the protein expression level of Nanog was analyzed by western blot. Gapdh was used as a normalization control.

# Supplementary material for: Maintenance of Self-Renewal and Pluripotency in J1 Mouse Embryonic Stem Cells through Regulating Transcription Factor and MicroRNA Expression Induced by PD0325901
**Source:** Stem Cells Int. 2015 Dec 7;2016:1792573. doi: 10.1155/2016/1792573
**Supplement:** Supplementary file 1 — Detection of pluripotency of J1 mESCs by using alkaline phosphatase staining and western blot is shown in Figure 1. Figure 2: describes pluripotency markers and signaling transduction pathways regulated by SC1. Figure 3: describes that PD03 rescues the expression of Nanog at protein level. Table S1: describes the differentially expressed transcripts in PD0325901 treated J1 mESCs. Table S2: describes differentially expressed miRNAs in PD0325901 treated J1 mESCs. Table S3: describes differentially expressed miRNAs in CHIR99021 treated J1 mESCs. Table S4: describes primer sequences used for qPCR analyses of gene mRNAs and mature miRNAs.

## Slide 1
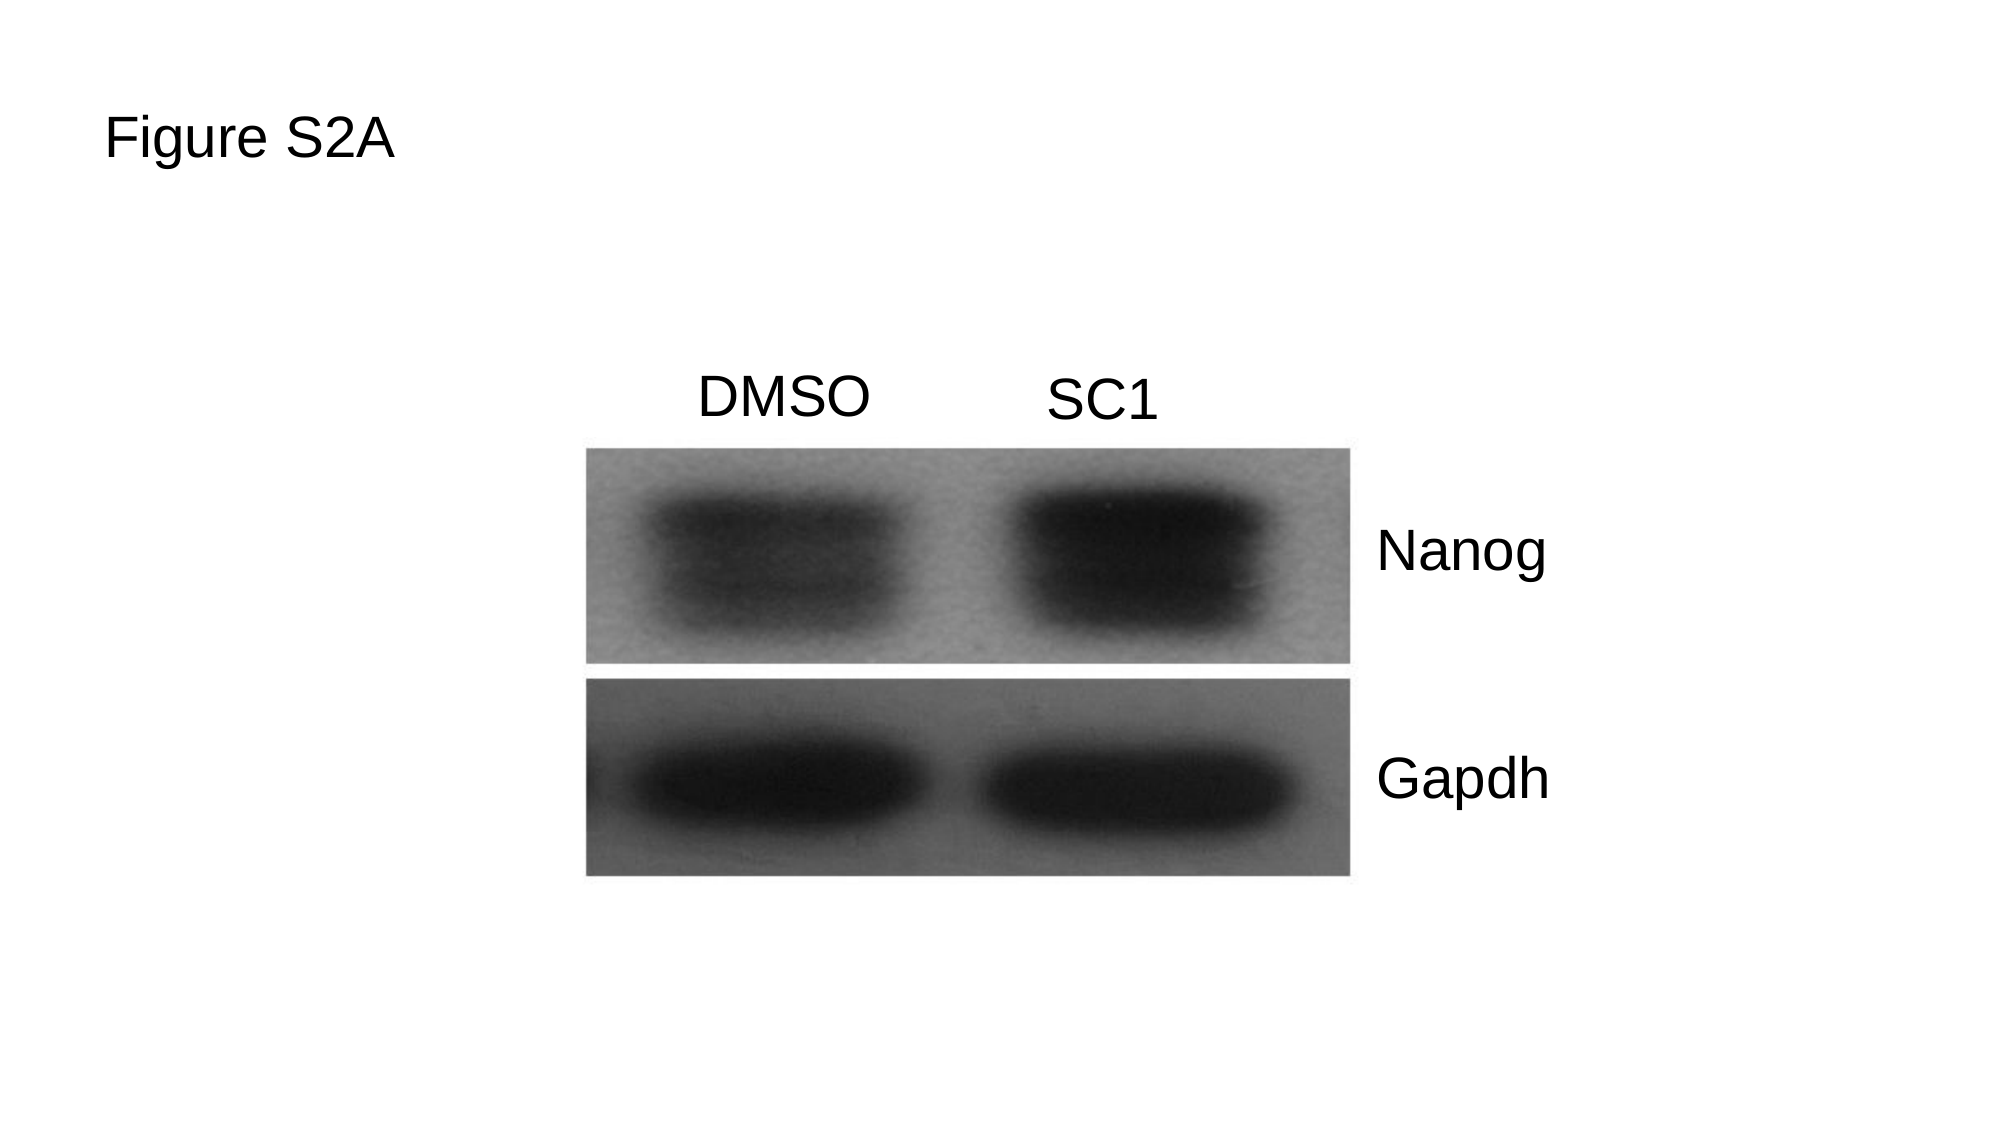

Figure S2A
DMSO
SC1
Nanog
Gapdh

## Slide 2
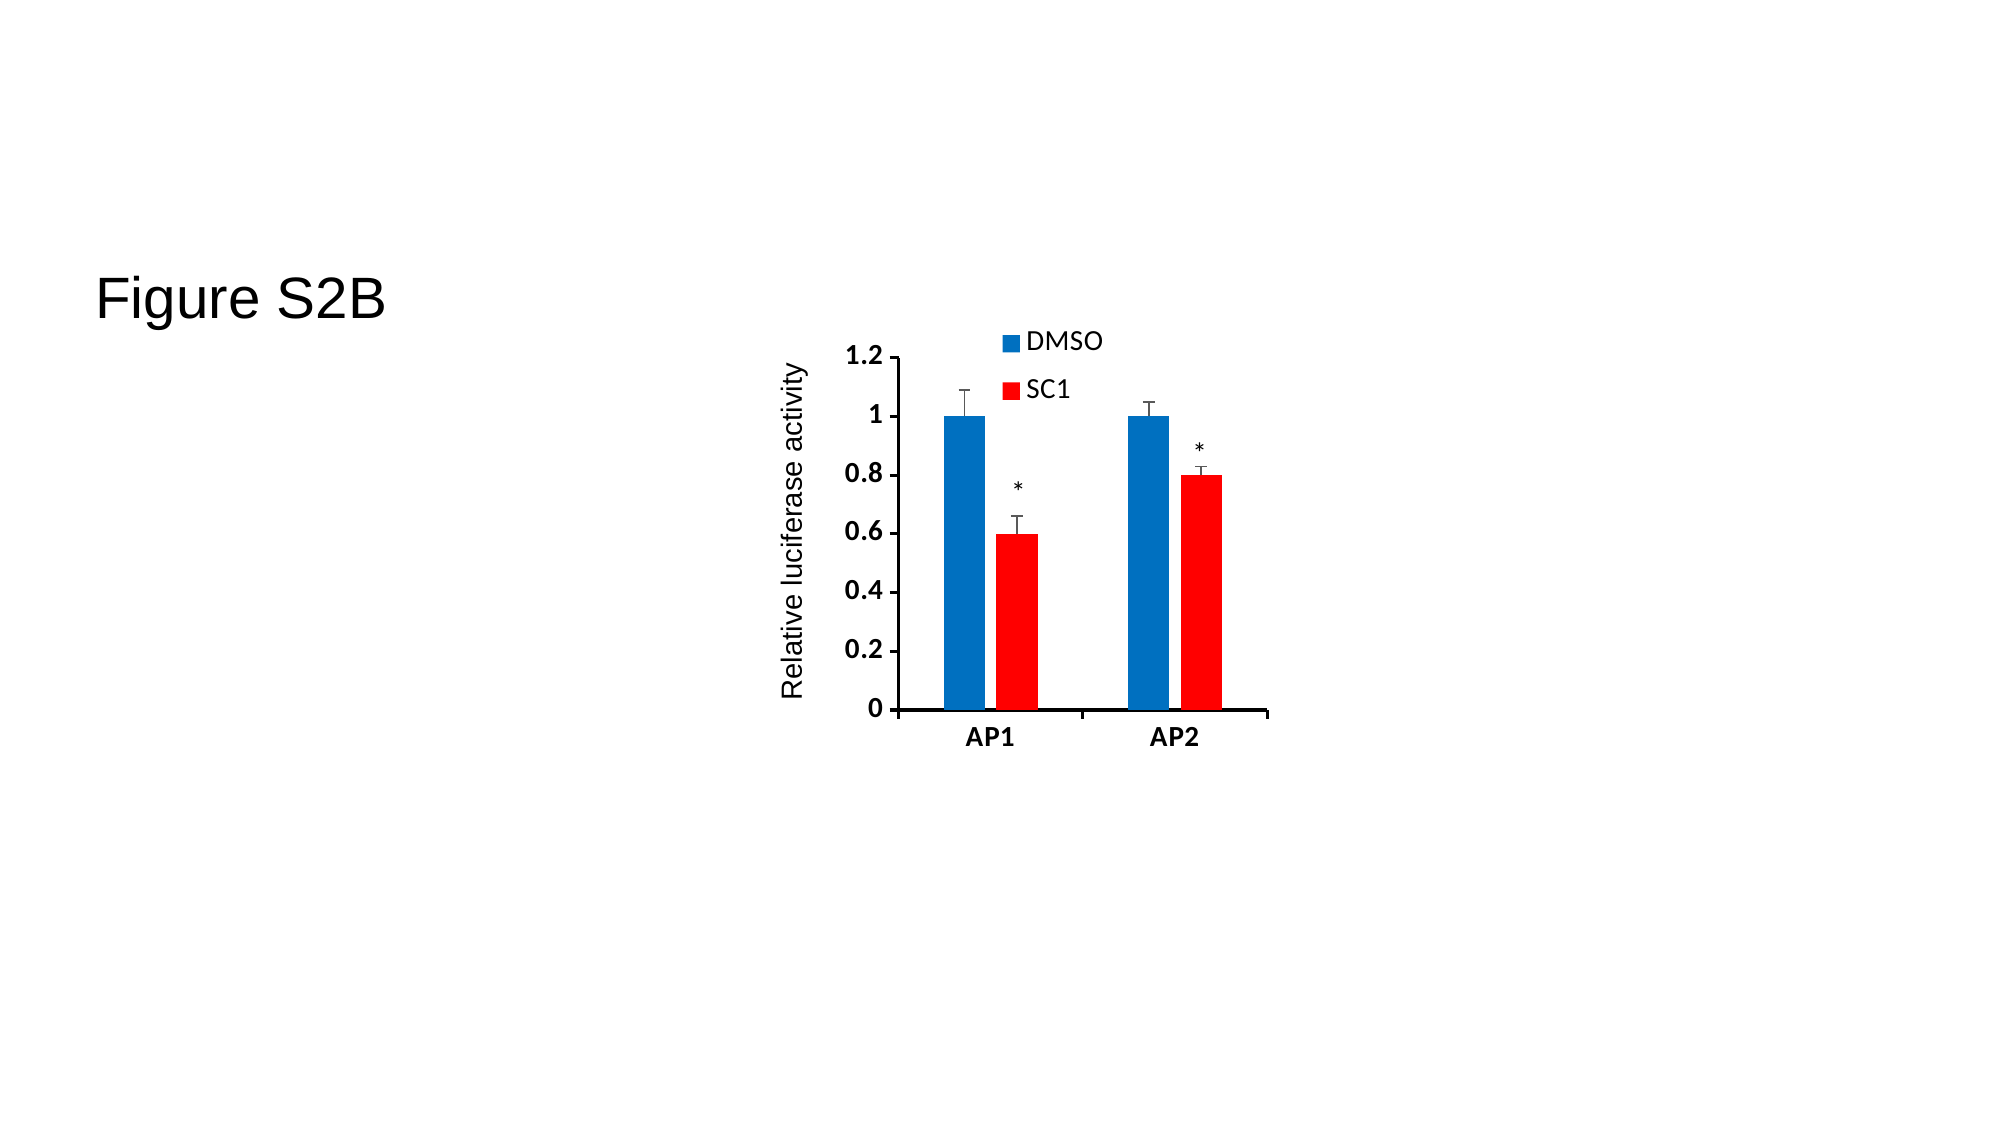

Figure S2B
### Chart
| Category | | |
|---|---|---|
| AP1 | 1.0 | 0.6 |
| AP2 | 1.0 | 0.8 |*
*
Relative luciferase activity

# Supplementary material for: Maintenance of Self-Renewal and Pluripotency in J1 Mouse Embryonic Stem Cells through Regulating Transcription Factor and MicroRNA Expression Induced by PD0325901
**Source:** Stem Cells Int. 2015 Dec 7;2016:1792573. doi: 10.1155/2016/1792573
**Supplement:** Supplementary file 1 — Detection of pluripotency of J1 mESCs by using alkaline phosphatase staining and western blot is shown in Figure 1. Figure 2: describes pluripotency markers and signaling transduction pathways regulated by SC1. Figure 3: describes that PD03 rescues the expression of Nanog at protein level. Table S1: describes the differentially expressed transcripts in PD0325901 treated J1 mESCs. Table S2: describes differentially expressed miRNAs in PD0325901 treated J1 mESCs. Table S3: describes differentially expressed miRNAs in CHIR99021 treated J1 mESCs. Table S4: describes primer sequences used for qPCR analyses of gene mRNAs and mature miRNAs.

## Slide 1
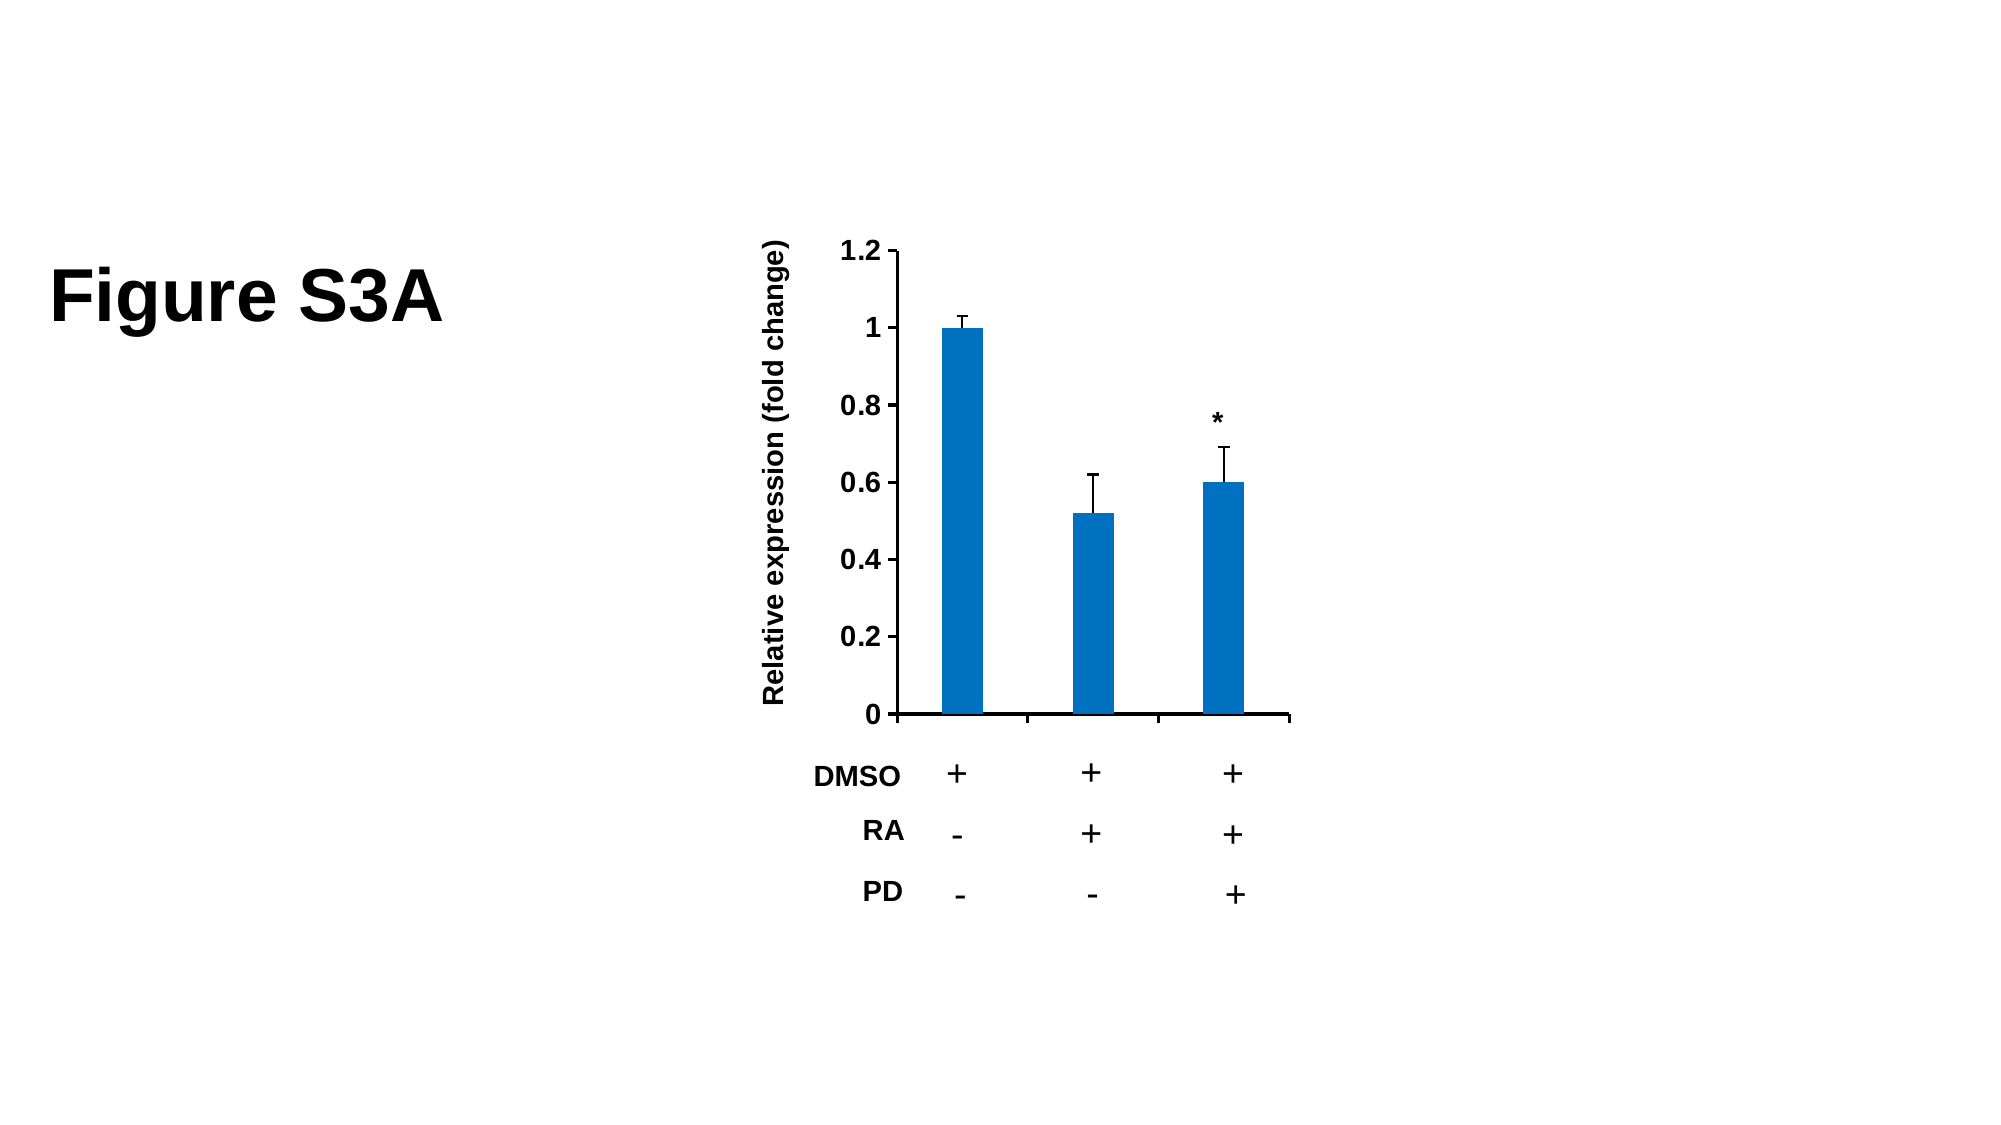

### Chart
| Category | |
|---|---|
| | 1.0 |Relative expression (fold change)
+
+
+
DMSO
+
-
+
RA
-
-
+
PD
Figure S3A

## Slide 2
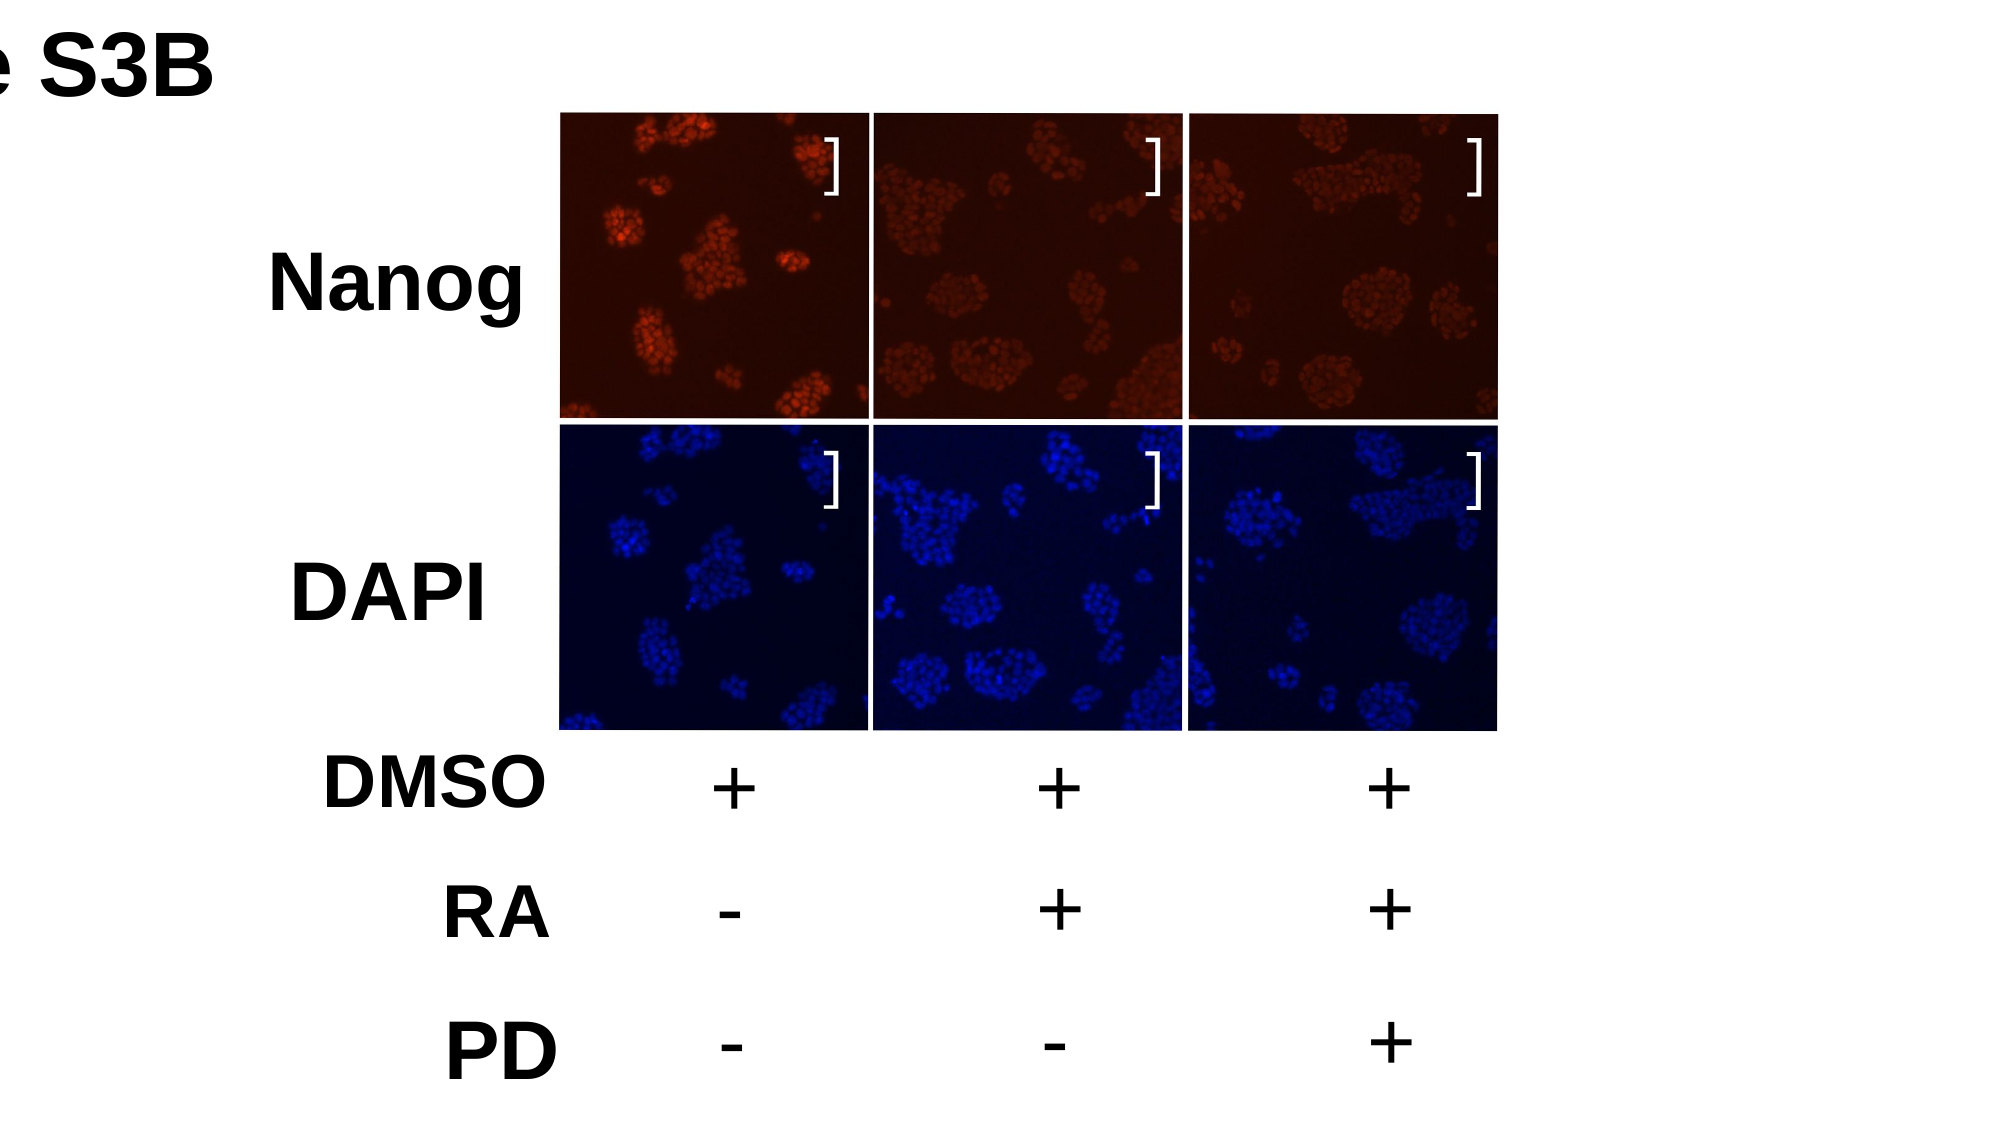

Figure S3B
Nanog
DAPI
DMSO
+
+
+
RA
-
+
+
-
-
+
PD

# Supplementary material for: Maintenance of Self-Renewal and Pluripotency in J1 Mouse Embryonic Stem Cells through Regulating Transcription Factor and MicroRNA Expression Induced by PD0325901
**Source:** Stem Cells Int. 2015 Dec 7;2016:1792573. doi: 10.1155/2016/1792573
**Supplement:** Supplementary file 1 — Detection of pluripotency of J1 mESCs by using alkaline phosphatase staining and western blot is shown in Figure 1. Figure 2: describes pluripotency markers and signaling transduction pathways regulated by SC1. Figure 3: describes that PD03 rescues the expression of Nanog at protein level. Table S1: describes the differentially expressed transcripts in PD0325901 treated J1 mESCs. Table S2: describes differentially expressed miRNAs in PD0325901 treated J1 mESCs. Table S3: describes differentially expressed miRNAs in CHIR99021 treated J1 mESCs. Table S4: describes primer sequences used for qPCR analyses of gene mRNAs and mature miRNAs.

**Maintenance of self-renewal and pluripotency in J1 mouse embryonic stem cells through regulating transcription factor and microRNA expression induced by PD0325901**

Zhiying Ai^1,2^, Jingjing Shao^1,2^, Xinglong Shi^1,2^, Mengying Yu^2,3^, Yongyan Wu^2,3^, Juan Du^1,2^, Yong Zhang^2,3^，Zekun Guo^2,3^, ^#^

**Figure S1**

**
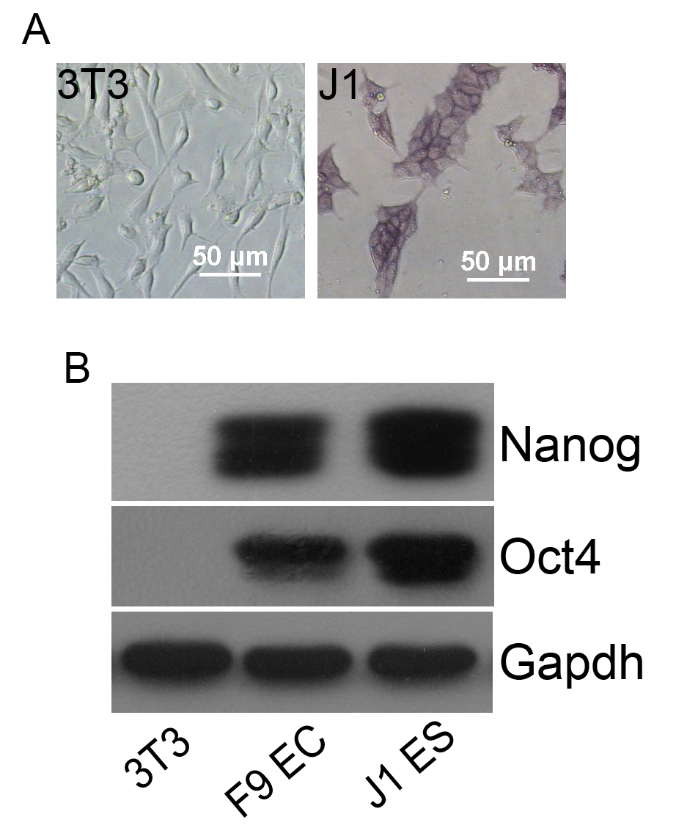
**

**Fig. S1.** J1 mESCs are pluripotent. **A**, Alkaline phosphatase staining of J1 mESC. J1 mESCs cultured in KSR/LIF without feeder-layer for two passages, After AP staining of J1 mESC colonies, morphological changes were observed and recorded under a phase contrast microscope. Scale bar = 50 μm. 3T3 cells were used for negative control. **B**, J1 mESCs express high levels of pluripotent factors. J1 mESCs cultured in KSR/LIF without feeder-layer for two passages. Then the protein expression levels of Nanog and Oct4 were analyzed by western blot. 3T3 cells and F9 ECs were used for control. Gapdh was used as a normalization control.

**Figure S2**

**
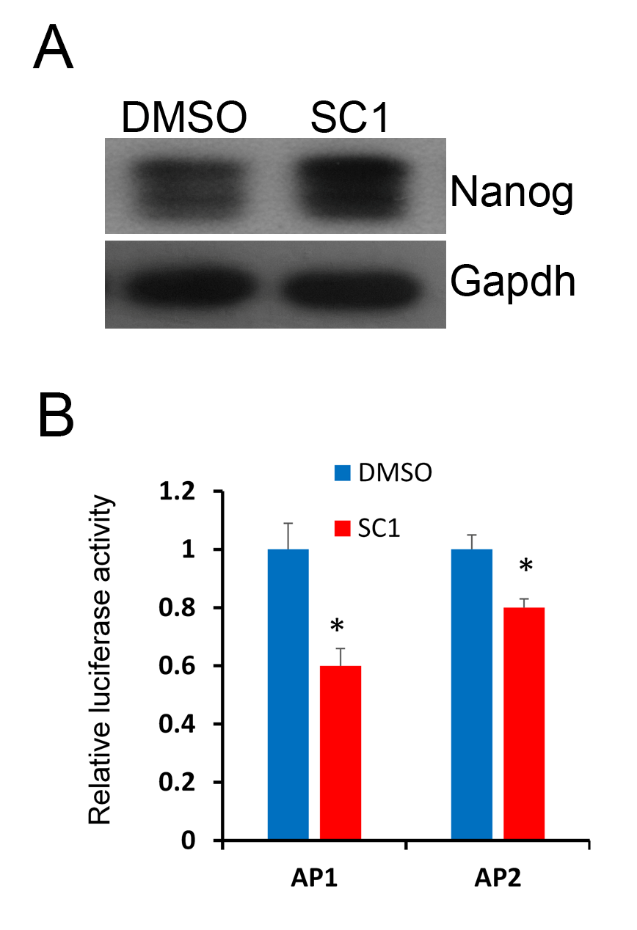
**

**Fig. S2.** Suppression of MEK/ERK signaling promotes self-renewal of J1 mESCs. **A**, SC1 regulates the expression of Nanog. J1 mESCs were treated with the 0.5 μM SC1 PD03 or equal volume DMSO for 24 h. Then the protein expression levels of Nanog was analyzed by western blot. Gapdh was used as a normalization control. B, Dual luciferase reporter assay to identify signaling transduction pathways regulated by SC1. Pathway reporter vectors (including negative control) and internal control pRL-SV40 were cotransfected by Lipofectamine 2000. 24 h after transfection, 0.5 μM SC1 or an equal volume of DMSO was added to cell medium for another 24 h. Luciferase activity is presented relative to negative control pTA-luc. Data are presented as the mean ± SD of three independent experiments, ∗, p<0.05.

**Figure S3**

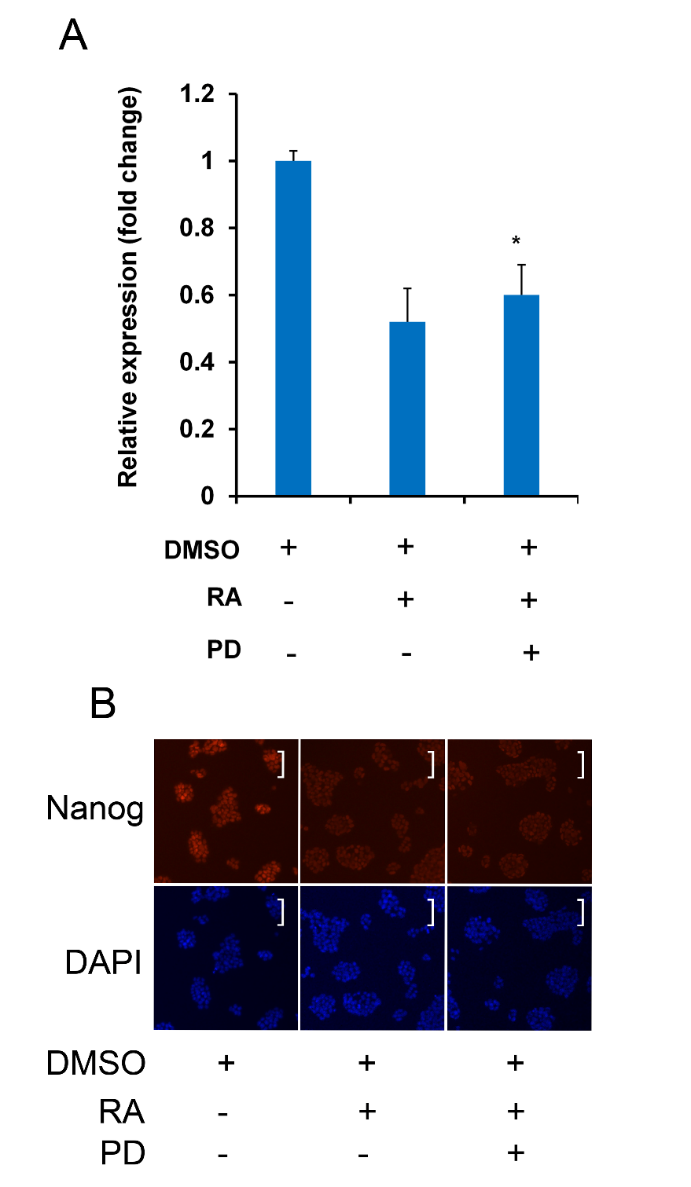

**Fig. S2.** PD03 rescues the expression of Nanog at protein level. **A**, RA induces differentiation of ESCs. ESCs were treated with 1 μM PD03 and/or together with 1 μM RA for 24 h, equal volume DMSO was added for control samples. Then the expression levels of Nanog was analyzed by Real-time RT-PCR. Gapdh was used as a normalization control. Error bars indicate mean ± SD of three independent experiments (n = 3), *, p < 0.05 compared with controls. **B**, PD03 rescues pluripotency of J1 mESCs. ESCs were treated with 1 μM PD03 and/or together with 1 μM RA for 24 h, equal volume DMSO was added for control samples. Immunofluorescence staining assay was used for analysis the expression level of Nanog. Nuclei were stained with DAPI, scale bar = 50 μm.

**Supporting information**

Additional supporting information may be found in the online version of this article at the publisher’s web site:

**Table S1.** Differentially expressed transcripts in PD0325901 treated J1 ES cells.

**Table S2.** Differentially expressed miRNAs in PD0325901 treated J1 ES cells.

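Table S2 gives for each miRNA the fold change of the PD library against the control, from 1 library each (no replicates). Of its 89 miRNAs, 85 could be matched by name to an annotated hairpin, and 4 (miR-3096b-5p, miR-1194, miR-3096-5p and miR-5105) have no hairpin of that name in the annotation analysed here. When recomputed from the deposited counts as RPM, the fold changes of 81 of the 85 differed from the paper's by less than 1%, and all 85 were 1.5-fold or greater in the direction of the table. The largest ratio between the recomputed and the paper's fold change, taken either way, was 1.09. A further 18 miRNAs, 9 up and 9 down, changed by 1.5-fold or greater in the deposited counts and are not in the table. The paper used miRBase (Release 18), and a miRNA that this release lacks could not be in its table. Which of the 18 it holds was not checked. Raising the minimum expression to 10 RPM in either library left 8 upregulated and 27 downregulated miRNAs.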

**Table S3.** Differentially expressed miRNAs in CHIR99021 treated J1 ES cells.

**Table S4.** Primer sequences used for qPCR analyses of gene mRNAs and mature miRNAs.

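The forward primers for mature miRNAs in Table S4 carry the sequence of the miRNA itself, so that the primer shows which arm qPCR measured. It does not always single out 1 family member, since miR-467a-5p and miR-467b-5p had the same most frequent tag, TAAGTGCCTGCATGTATATGCG. After its leading G bases, the primer of miR-92a-3p matched 15 bases of the most frequent tag of that miRNA in J1 mESCs, TATTGCACTTGTCCCGGCCT. The primer of miR-124-3p matched 17 bases of the tag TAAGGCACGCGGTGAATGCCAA. In the 2 small RNA libraries (no replicates), the first of these tags represented a miRNA with 1695.7 RPM in the control and 1021.1 RPM in the PD library, and the second a miRNA with 255.2 and 472.0 RPM.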

**Supplementary Table S1. Differentially expressed transcripts in PD0325901 (PD) treated J1 ES cells. Fold change (FC) values are provided in comparison with the control ESCs which were maintained in standard ES cells medium without the addition of PD0325901.**

**Supplementary Table S2. Differentially expressed miRNAs in PD0325901 (PD) treated J1 ES cells. Fold change (FC) values are provided in comparison with the control ESCs which were maintained in standard ES cells medium without the addition of PD0325901.**

**Supplementary Table S3. Differentially expressed miRNAs in CHIR99021 (CHIR) treated J1 ES cells. Fold change (FC) values are provided in comparison with the control ESCs which were maintained in standard ES cells medium without the addition of CHIR99021.**

**Supplementary Table 4. Real-time PCR primers. List of all primers used for detection of microRNA or gene expression levels by real-time PCR.**

| Gene name |  | Primer sequences (5’ to 3’) |
| --- | --- | --- |
| Nanog | Forward | CACCCACCCATGCTAGTCTT |
|  | Reverse | ACCCTCAAACTCCTGGTCCT |
| Oct4 | Forward | AGAGGGAACCTCCTCTGAGC |
|  | Reverse | TTCTAGCTCCTTCTGCAGGG |
| Sox2 | Forward | GAGTGGAAACTTTTGTCCGAGA |
|  | Reverse | GAAGCGTGTACTTATCCTTCTTCAT |
| Klf4 | Forward | GGCGAGTCTGACATGGCTG |
|  | Reverse | GCTGGACGCAGTGTCTTCTC |
| c-myc | Forward | ATGCCCCTCAACGTGAACTTC |
|  | Reverse | CGCAACATAGGATGGAGAGCA |
| Tfcp2l1 | Forward | CAGCCCGAACACTACAACCAG |
|  | Reverse | CAGCCGGATTTCATACGACTG |
| Prdm14 | Forward | TTGGTGATGTGCCACACTTT |
|  | Reverse | TCCAGTTCCCAGAACCTTTG |
| Tcl1 | Forward | GTGTACTTGGATGAGTTTCGTCG |
|  | Reverse | TTGCCACATTAAAGGCAGCTC |
| Wnt8a | Forward | GGGAACGGTGGAATTGTCCTG |
|  | Reverse | GCAGAGCGGATGGCATGAA |
| Dusp4 | Forward | CGTGCGCTGCAATACCATC |
|  | Reverse | CTCATAGCCACCTTTAAGCAGG |
| Egr1 | Forward | CCACAACAACAGGGAGACCT |
|  | Reverse | ACTGAGTGGCGAAGGCTTTA |
| Universal (miRNA) | Reverse | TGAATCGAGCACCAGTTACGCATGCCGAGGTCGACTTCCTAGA |
| U6 | Forward | CTCGCTTCGGCAGCACA |
| miR-296-3P | Forward | GAGGGTTGGGTGGAGGC |
| miR-222-3p | Forward | GGGAGCTACATCTGGCTA |
| miR-382-5p | Forward | GGGGAAGTTGTTCGTGGTGG |
| miR-92a-3p | Forward | GGTATTGCACTTGTCCC |
| miR-101b-3p | Forward | GGGGGTACAGTACTGTGATAG |
| miR-323-3p | Forward | GCACATTACACGGTCG |
| miR-411-5p | Forward | GGGGGTAGTAGACCGTATAG |
| miR-181d-3p | Forward | CCCACCGGGGGATGAA |
| miR-467a-5p | Forward | TAAGTGCCTGCATGTATATGC |
| miR-124-3p | Forward | GGTAAGGCACGCGGTGAAT |
| miR-331-3p | Forward | GCCCCTGGGCCTAT |

How the deposited data were processed for this re-analysis (not part of the article)

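Small RNA from J1 mESCs treated for 24 h with 1 μM PD or with an equal volume of DMSO was sequenced, and 1 library per treatment was analysed, each of RNA pooled from 3 independent experiments (no replicates). The authors purified the small RNA from a gel, ligated adapters, sequenced the libraries, removed low-quality, adapter and contaminating reads and reads under 18 nt, collapsed identical reads, and deposited for each distinct tag its count of clean reads. These deposited counts are raw, without alignment, annotation or normalization, and their sums equal the numbers of clean reads in the paper. The control library held 18870345 clean reads and the PD library 20944808, so that 3 reads correspond to 0.159 and 0.143 RPM.

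The tags were matched with Python 3.11.15 and numpy 2.4.6 to the transcripts of GENCODE M21 on GRCm38. The paper used miRBase (Release 18), which was not in the files analysed here, and no genome sequence was at hand. GENCODE names miRNA hairpins without their mature sequences, and the 1174 hairpins with a miRNA name were used. Hairpins were folded with ViennaRNA 2.7.2 to separate the 5p from the 3p arm, and the mature miRNA of an arm was its most frequent tag over both libraries together. A tag was counted for a mature miRNA when it matched the hairpin perfectly over its whole length and overlapped the mature miRNA by at least 16 nt. Tags that matched several miRNAs were counted for each.

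From the deposited counts, RPM of the clean reads and the fold change of RPM were computed, with 0.01 RPM in place of 0. A miRNA was treated as detected with at least 1 RPM in either library, which gave 519 miRNAs, and as changed at a fold change of 1.5 or more either way, the paper's criterion. The read counts of each miRNA were compared by a 2-sided exact binomial test against the share of the clean reads with SciPy 1.17.1, with Benjamini-Hochberg adjustment and a Clopper-Pearson 95% interval of the fold change. Shares of reads have Wilson intervals. These tests and intervals cover the sampling of reads only and not the variation between cultures, RNA pools or libraries, which 1 library per treatment cannot show. The quasi-likelihood test of edgeR and the model of DESeq2 need replicates and were not run. The exact test of edgeR 4.0.16 in R 4.3.3 was run with an assumed biological coefficient of variation (BCV) of 0.1 and of 0.2. Genomic clusters were hairpins less than 50 kb from the next on the same strand, and the 14 clusters with at least 5 detected miRNAs were tested by 100000 permutations of membership over miRNAs.

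The miRNAs named in the text were set by a rule: every miRNA named in the paper's text, in Figure 4 or among the primers of Table S4, both arms of miR-296, and the 5 largest rises and 5 largest falls among miRNAs with at least 10 RPM in either library, a fold change of 1.5 or more and an adjusted p under 0.05. Alternatives were tags identical to the mature miRNA only, tags that start at its first base, shared tags divided among their miRNAs, identical miRNAs counted once, normalization to the reads that match miRNAs, TMM normalization of edgeR, size factors of DESeq2 1.42.0, no filter, at least 10 reads in both libraries, at least 10 RPM in either library, the PD library downsampled to the depth of the control, a 2-fold threshold, the tests above as a further criterion, and a cluster distance of 10 kb. Tags of 21 nt or more only and normalization to the clean reads of 20 to 24 nt were added after seeing the data.

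The procedure was tested on simulated data. Of 200 simulated mature tags 199 were recovered, and all 200 counts were. Of 200 miRNAs simulated as changed, 103 were changed by 2-fold and had at least 10 RPM. The exact binomial test called 103 of these 103 and 3 of 310 unchanged ones, 0 of them at 1.5-fold. Changed miRNAs below 10 RPM are not in these counts. The cluster test found the 1 shifted cluster and 0 others. For the exact test of edgeR, changes were simulated as 3-fold, not 2-fold, with noise drawn at the BCV given to the test. Its power for 2-fold changes was thus not tested. Among these changed miRNAs with at least 10 RPM, the exact test of edgeR called 102 of 102 with a BCV of 0.1 and 93 of 102 with 0.2. It called 4 of 319 unchanged miRNAs with 0.1 and 1 of 319 with 0.2. The microarray, the qPCR and the CHIR libraries were not analysed here.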

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

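The rules for what was tested, the main settings and the alternatives other than those marked as added were fixed before the processed files arrived. Each treatment had 1 library (no replicates), so that for every pattern here the number of libraries per condition, 1, leaves variation between cultures, RNA pools or libraries as an explanation from which the pattern cannot be told apart. That explanation was written down for each pattern only after the pattern had been seen.

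Reads of 28 to 32 nt, which the paper does not discuss, made up 16.9558% of the PD library against 7.1107% of the control. In a first test, a wider cut of the gel for the PD library was to raise the share of tags of 25 nt or more among miRNA reads by 1.5 times or more, and this share rose 1.1808 times. The test leaves room, however: the ratio of PD to control miRNA reads per clean read grew with length from 26 nt (1.1447) to 29 nt (1.6913, from 57 and 107 reads), and reads of 28 to 32 nt were more numerous in the PD library in every RNA class, for example 151640 and 306592 reads of nuclear rRNA. Most of the rise lay in reads with no exact match. They numbered 1107083 of 1341817 reads of 28 to 32 nt in the control and 3098963 of 3551361 in the PD library. In a second test, the 10 most frequent tags held 34.0051% of the excess, and a few abundant sequences were to hold the larger part of it had they been the source. This test decides nothing, since several of the 10 tags are length variants of one sequence. For example, GTGGGGAGTTTGACTGGGGCGGTACACCTG and GTGGGGAGTTTGACTGGGGCGGTACACCT differ only in their last base. Counting by tag spreads 1 source over several tags. Both predictions were made before their values were seen. A difference between the libraries in the range of sizes purified and a few abundant sequences therefore remain possible explanations beside an effect of PD.

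The 2 arms of miR-296 moved apart: the 3p arm fell to a fold change of 0.2323 while the 5p arm, whose fold change the paper does not report, had 1.153, a rise not detectable in the exact test of edgeR at an assumed BCV of 0.1 (adjusted p = 0.6604). The log2 difference between the arms was -2.3111. Tags shared with another miRNA were not the source, since 100% of the reads of both arms came from tags that match miR-296 alone. For a shift between variants of one arm, the test set was to count tags identical to the mature miRNA only, which gave a difference of -2.4735. That test decides nothing, since the identical 3p tag is itself the variant of 18 nt that fell, and a shift between variants remains open. Sampling of reads did not account for it (Fisher's exact test of the 4 counts, p = 6.82e-196), and among 49 miRNAs with both arms at 10 RPM or more, 2.0408% had a difference as large, which is miR-296 itself. The most frequent 3p tag occurs in transcripts of 0 other annotated genes, although the genome outside them could not be searched. With tags of 21 nt or more only, the difference shrank to -1.0072 and so lost most of its size, as the loss of 18 to 20 nt miRNA reads in the PD library would give. That filter leaves out most 3p reads, since 2448 of the 2629 control reads had 18 nt. It thus cannot tell a loss shared by short miRNA reads from a fall of this tag alone. The identical 3p tag had a fold change of 0.2141, a larger fall than the 0.3971 of all miRNA reads of 18 nt. The predictions on sampling noise and on the loss of 18 to 20 nt reads were made only after the result was seen. The most frequent 3p tag has 18 nt. In these counts the fall of the 3p arm may thus rest in part on that loss or on such a shift. It cannot be told apart from them here. A separate measurement in the paper, RT-qPCR with a primer of the 3p arm in 3 independent experiments, showed lower miR-296 in PD-treated cells. That measurement was not analysed here.

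The 56 detected miRNAs of the largest miRNA cluster of chromosome 12 (from 109682197 to 109747960 on the plus strand, 39 hairpins) fell together, with a median log2 fold change of -0.413 against -0.1197 for the other miRNAs, and 54 of the 56 were below the control level. The paper does not discuss this cluster, but its qPCR primers include those of the members miR-382-5p, miR-323-3p and miR-411-5p. The adjusted permutation p for chance membership was 4.20e-04 over 14 clusters. With tags shared between members divided, the difference to the other miRNAs was -0.2935, against -0.2933 before. For members that share all their reads such division scales both libraries alike, so it cannot show whether reads are repeated between members. After a linear fit on GC content and length the difference was -0.265. These 3 predictions were made before the values were seen. Of the explanations tested, reads shared between members and the variation between cultures, RNA pools or libraries remain beside an effect of PD. A neighbouring cluster on the same strand (from 109544541 to 109618336) had 23 detected miRNAs, 19 of them below the control level. Its median log2 fold change was -0.2655, with an adjusted p of 0.4783 from the same permutation test.

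The 11 detected miRNAs of a cluster on chromosome X (from 66776757 to 66839125 on the minus strand) had a median log2 fold change of 0.38, and 8 of them were above the control level; the paper does not discuss this cluster. The adjusted permutation p for chance membership was 0.003, a prediction made only after the result was seen. The difference to the other miRNAs, 0.5541, was 0.5451 with shared tags divided and 0.5178 after the fit on GC content and length. Dividing shared tags scales both libraries alike for members that share all their reads, so it cannot correct for repeated reads. The members miR-465a-3p, miR-465b-3p and miR-465c-3p had the same most frequent tag. Each had 117 control reads, with 169, 169 and 170 PD reads. The permutation test counted them as separate members, so sharing of reads remains open. The reads summed over the members were 529 in the control and 609 in the PD library, a fold change of 1.0372 with an exact binomial p of 0.5528. The summed reads thus show no detectable rise, and the pattern cannot be told apart from the noise of low read counts. The predictions on shared tags, GC content and low read counts were made before their values were seen.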

How the results depend on the processing

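The replicate block was not run because each treatment had 1 library, and for the same reason no replicate could be left out and no other split of the samples exists. Of the headline rows, 69 were classed as the same as in the main setting, which does not mean equal in size. The miRNA share of the PD library, relative to the control, was 87.2% and with identical tags only 90.4%. The medians of the 3 clusters on chromosomes 12, 3 and X kept their direction and an adjusted permutation p under 0.05. Normalized to reads matching miRNAs, these medians were -0.2157, 1.0127 and 0.5774, against -0.413, 0.8154 and 0.38 in the main setting.

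The direction of the results depended on the denominator, and the number of changed miRNAs most on the filter and on the variation assumed between libraries. The main values were 32 upregulated and 71 downregulated miRNAs (68.9% down), a median log2 fold change of -0.1712, 67.6% of miRNAs below the control level and 29 of 37 ESCC members below it. Normalization to reads matching miRNAs gave 52 upregulated and 30 downregulated miRNAs (36.5854% down), a median of 0.0261, 47.0135% below and 17 ESCC members below. TMM normalization gave 34 downregulated miRNAs (44.1558% down), a median of -0.0087, 50.4817% below and 19 ESCC members. DESeq2 size factors gave 34 downregulated miRNAs (42.5% down), a median of 0, 50% below and 18 ESCC members. Normalization to reads of 20 to 24 nt, chosen after seeing the data, gave 64 upregulated and 23 downregulated miRNAs (26.4368% down), a median of 0.1051, 37.9576% below and 11 ESCC members. The first 3 of these place the typical miRNA near no change by design, so that a fall shared by most miRNAs could not show in them; the median near 0 is not evidence against such a fall.

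The fold changes of named ESCC miRNAs reversed with the denominator as follows. With normalization to reads matching miRNAs they were 1.0339 for miR-106b-3p, 1.0652 for miR-106b-5p, 1.0183 for miR-25-5p, 1.1186 for miR-292-3p, 1.0723 for miR-294-5p and 1.1386 for miR-93-5p. TMM gave 1.0092 for miR-106b-3p, 1.0399 for miR-106b-5p, 1.092 for miR-292-3p, 1.0468 for miR-294-5p and 1.1115 for miR-93-5p. DESeq2 size factors gave 1.0153, 1.0461, 1.0985, 1.0531 and 1.1182 for the same miRNAs in that order. Counting identical tags only, which leaves out variants in length, gave 1.1054 for miR-20a-5p, 1.0069 for miR-292-3p and 1.3797 for miR-93-5p.

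Tags of 21 nt or more only, also chosen after seeing the data, gave 47 downregulated miRNAs (53.4091% down) and reversed miR-101b-3p to 1.0109 and miR-93-5p to 1.0303. This leaves out the reads of 18 to 20 nt, the lengths at which reads that match miRNAs fell most in the PD library.

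Without a filter, 270 miRNAs were upregulated and 301 downregulated (52.7145% down), since 1 or a few reads suffice for a change of 1.5-fold. At least 10 RPM left 8 up and 27 down. Requiring an adjusted p under 0.05 as well left 20 up with the exact binomial test, 12 up and 29 down with the exact test of edgeR at an assumed BCV of 0.1, and 1 up and 1 down (50% down) at 0.2. A 2-fold threshold left 10 up and 16 down (61.5385% down).

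For the 40 named miRNAs, 21 rows reversed, 3 became stronger and 72 weaker. All others kept their side of an adjusted p of 0.05. They also kept their direction, except miR-302a-3p, whose fold change was 1 with the PD library downsampled, against 1.2475. The fold threshold is another matter: with normalization to reads matching miRNAs, the fold changes of miR-92a-3p (0.6904), miR-101b-3p (0.6963), miR-323-3p (0.7284), miR-363-3p (0.7342) and miR-411-5p (0.7547) no longer reached 1.5-fold. Of the weaker rows, 32 arose at a BCV of 0.2 and 17 at 0.1. Depth limits the miRNAs with few reads: 25 of the 103 changed miRNAs had no detectable difference in the exact binomial test, and miR-302d-5p, with 9 and 23 reads, passed an adjusted p of 0.05 only under the 3 other denominators tried for it.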

Differences from the paper's values

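No value in the main setting differed from the paper's by more than 1.5 times. The paper's numbers of changed miRNAs, 26 upregulated and 63 downregulated (89), stand beside 32 and 71 (103) here. For miR-92a-3p the fold change was 0.6021 here, 1.0341 times the paper's in Table S2.

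In the miR-290-295 cluster the order of the fold changes was different. The paper's values, read by eye, are about 0.83 in Figure 4(b) for miR-292-3p, against 0.9756 here, about 0.94 in Figure 4(b) for miR-294-3p, against 0.8075 here, and about 0.98 in Figure 4(b) for miR-294-5p, against 0.9352 here.

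The paper's text describes the ESCC miRNAs outside miR-302-367 as downregulated. Here miR-18a-3p, which is in its Figure 4(c), had a fold change of 1.0714 (about 1.1 in Figure 4(c), read by eye), and 8 of the 37 detected members were above the control level. The paper sets the ESCC family apart as especially inhibited. The median log2 fold change was -0.1712 for the 37 members and -0.1757 for the 477 miRNAs outside the 5 clusters. For miR-296, the paper's Table S2 and its primer are those of the 3p arm, whose fold change of 0.2323 was within 1% of the paper's. The 5p arm, which the paper used as a mimic against Nanog and for which it gives no fold change, had 1.153 here.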

Other observations

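The fold changes of the 519 detected miRNAs centred below the control level, with a median log2 fold change of -0.1712, and several explanations were tested. If more reads of other lengths in the PD library were the source, the median was to move most of the way to 0 with the reads of 20 to 24 nt as denominator. It moved past 0 to 0.1051, an outcome that the prediction did not foresee, so that the test decides nothing, although the direction of the median depends on this denominator. A smaller supply of miRNAs that need Drosha and Dgcr8, the paper's proposal, was to leave miRNAs whose hairpin fills an intron, which splicing can release without Drosha, higher than the others. The median log2 fold change was -0.0491 for the 5 such miRNAs and -0.1718 for the others (permutation p = 0.2671), a difference that was not detectable with so few miRNAs. Across miRNAs, which are not independent replicates, the log2 fold change had a Spearman rho of -0.0441 with GC content (Pearson r -0.0454; permutation p = 0.318, adjusted 0.318) and of 0.126 with the length of the mature tag (Pearson r 0.1343; permutation p = 0.0043, adjusted 0.0086). These were the 2 relations computed. Both rho values were within the limit of 0.2 set for a bias, but the relation with length had an adjusted p under 0.05 and was strongest among the shortest tags, so that a bias by length cannot be set aside by this test. The 4 predictions were made before their values were seen. With 1 library per condition, variation between cultures, RNA pools or libraries cannot be told apart from an effect of PD on the typical miRNA.

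Reads of 18 to 20 nt that match miRNAs fell from 9.4857% to 5.3793% of the miRNA reads, and by length the ratio of PD to control miRNA reads per clean read was 0.3971 at 18 nt, 0.561 at 20 nt and 0.8949 at 22 nt. Among miRNAs with a mature tag of 18 to 20 nt, 38.6364% were downregulated by 1.5-fold or greater, against 7.2368% of those with 23 nt or more. A shift of the size range of the PD library was to lower short fragments of protein-coding and long noncoding transcripts as well, and their ratio of short to longer reads, PD to control, was 1.1099, while that of miRNAs was 0.5434. This prediction was written before its value, but after the length distributions of all reads and of miRNA reads had been seen. The other classes went both ways. The ratio was 1.1482 for nuclear rRNA, 1.0609 for snoRNAs and scaRNAs, 1.5943 for other small RNA and 1.0829 without an exact match. It was 0.8199 for snRNA, 0.8837 for mitochondrial tRNA and 0.9495 for mitochondrial rRNA, the direction that such a shift would give. A shift of the size range therefore remains open. A few abundant miRNAs were not the source: 80.4196% of the 143 miRNAs with at least 100 short and 100 longer reads lost more of their short reads (exact sign test across miRNAs, which are not independent, p = 1.02e-13), a test whose prediction was made after the result was seen. With 1 library per condition, variation between cultures, RNA pools or libraries cannot be told apart from an effect of PD on these reads.

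The miRNAs changed by 1.5-fold or greater were compared with the paper's Table S3 for CHIR-treated cells, whose libraries were not analysed here. The table lists 373 miRNAs, 7 upregulated and 366 downregulated. Of the miRNAs changed in the PD library, 56 were downregulated here and in the paper's Table S3, 2 were upregulated in both, and 5 were upregulated here and downregulated in the paper's table. A further 15 downregulated and 25 upregulated miRNAs are not in that table. No explanation was tested for this overlap.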
